# Transcriptional correlates of the pathological phenotype in a Huntington’s disease mouse model

**DOI:** 10.1038/s41598-019-55177-9

**Published:** 2019-12-10

**Authors:** Andrea Gallardo-Orihuela, Irati Hervás-Corpión, Carmen Hierro-Bujalance, Daniel Sanchez-Sotano, Gema Jiménez-Gómez, Francisco Mora-López, Antonio Campos-Caro, Monica Garcia-Alloza, Luis M. Valor

**Keywords:** Transcription, Huntington's disease

## Abstract

Huntington disease (HD) is a fatal neurodegenerative disorder without a cure that is caused by an aberrant expansion of CAG repeats in exon 1 of the huntingtin (*HTT*) gene. Although a negative correlation between the number of CAG repeats and the age of disease onset is established, additional factors may contribute to the high heterogeneity of the complex manifestation of symptoms among patients. This variability is also observed in mouse models, even under controlled genetic and environmental conditions. To better understand this phenomenon, we analysed the R6/1 strain in search of potential correlates between pathological motor/cognitive phenotypical traits and transcriptional alterations. HD-related genes (e.g., *Penk*, *Plk5*, *Itpka*), despite being downregulated across the examined brain areas (the prefrontal cortex, striatum, hippocampus and cerebellum), exhibited tissue-specific correlations with particular phenotypical traits that were attributable to the contribution of the brain region to that trait (e.g., striatum and rotarod performance, cerebellum and feet clasping). Focusing on the striatum, we determined that the transcriptional dysregulation associated with HD was partially exacerbated in mice that showed poor overall phenotypical scores, especially in genes with relevant roles in striatal functioning (e.g., *Pde10a*, *Drd1*, *Drd2*, *Ppp1r1b*). However, we also observed transcripts associated with relatively better outcomes, such as *Nfya* (CCAAT-binding transcription factor NF-Y subunit A) plus others related to neuronal development, apoptosis and differentiation. In this study, we demonstrated that altered brain transcription can be related to the manifestation of HD-like symptoms in mouse models and that this can be extrapolated to the highly heterogeneous population of HD patients.

## Introduction

Huntington’s disease (OMIM #143100) is the most prevalent autosomal dominant polyglutamine (polyQ) disorder (5–10 cases per 100,000 inhabitants worldwide), and it is caused by an aberrant expansion of polymorphic trinucleotide CAG repeats (>36) in exon 1 of the huntingtin (*HTT*) gene^1^. Despite intensive efforts to elucidate the etiopathological mechanisms triggered by both the expression of a misfolded mutant HTT fragment (mHtt) and the loss of a functional allele, no effective cure is available to patients, who suffer progressive impairments in mental and motor functions until death.

To improve and personalize clinical counseling, there is a need for valuable biomarkers to monitor the health status of individuals, assess the dosing, efficacy and safety of potential therapeutic approaches and minimize uncertainty in clinical decision-making. This is especially relevant in HD, as there is increasing evidence of a long-lasting presymptomatic stage with underlying pathological processes^2^; the number of CAG repeats, although inversely correlated with the age of disease onset^3,4^, is unable to explain the progression and manifestation of certain symptoms^5–7^. In the search for prognostic biomarkers, peripheral blood has been the preferred source^8–13^. Among the strategies for biomarker screening, the exploration of RNA molecules is advantageous because it offers a comprehensive and genome-wide repertoire of candidates (both coding and non-coding species) in a cost-effective manner. In addition, potential RNA-based markers may be directly linked to the initial stages of disease since transcriptional dysregulation is an early event that occurs prior to cell death, mHtt aggregation and mitochondrial dysfunction in cellular preparations and is clearly evident in animal models with minimal phenotypical alterations, occurring in both the brain and peripheral tissues^14,15^. However, the peripheral biomarkers that have been proposed thus far have been shown to be substantially inconsistent across the examined human cohorts due to a combination of factors^16^, including those related to the environmental and genetic variability of unsupervised human populations as important modulators of the complex HD symptomatology. Thus, intensive efforts have focused on identifying genetic modifiers of the age of onset and progression of motor impairment^17,18^.

To gain insights into the interindividual variations in the manifestation of HD symptoms, the analysis of mouse models is pertinent, as these variations can also be observed under controlled environmental conditions and on a controlled genetic background, although expectedly to a much lesser extent than in humans. Transcriptional dysregulation is relatively well preserved between mouse and human brains^19,20^; therefore, the resulting candidates may be extrapolated to patients. Previous reports have found correlations between gene expression and stages of the disease in both slow and rapidly progressive models of HD^21,22^, but to our knowledge, no study has established this type of correlation on an individual basis. Here, we describe that even slight transcriptional and phenotypical variations can show certain associations in a tissue-dependent manner in environmentally and genetically controlled R6/1 mice.

## Results

### Phenotypical and transcriptional characterization of the early symptomatic R6/1 strain

To expand on the phenotypical characterization of the R6/1 strain on a pure C57/BL6J background, which was initiated in a previous study^23^, a battery of behavioural tests was conducted at early symptomatic stages (from 9 to 13 weeks) to assess the cognitive and motor performances of 24 wild-type and 29 mutant males (see scheme in Fig. 1A and Materials and Methods for a detailed description of the animals). Based on previous experiences^24^, we started with cognitive assessments to minimize the impact of the motor component of the pathology on the data. In the Morris water maze task (week 9), mutant mice did not show differences compared to their wild-type littermates (Fig. 1B–D), but cognitive impairment was more evident in the novel object discrimination (NOD) task, in which mutant mice were highly inefficient at remembering familiar objects and both spatial and temporal changes (Fig. 1E). Although the spontaneous activity of these animals was lower than that of their wild-type littermates at week 10 (Fig. 1F,G), reduced thigmotaxis (Fig. 1H) indicated alterations in motivation in addition to motor deficits. Motor impairment was clearly evident in the accelerating rotarod task, as mutant mice showed shorter latencies and diminished learning capabilities (Fig. 1I). Besides, mutant mice exhibited feet clasping (Fig. 1J) and weight loss (Fig. 1K), which both are characteristic of HD mice. These phenotypical traits were measured in 11- and 13-week-old animals, showing a trend toward the exacerbation of the differences between the genotypes in only two weeks (Fig. 1I–K, compare the Δ values of R6/1 and wild-type mice).

**Figure 1:**
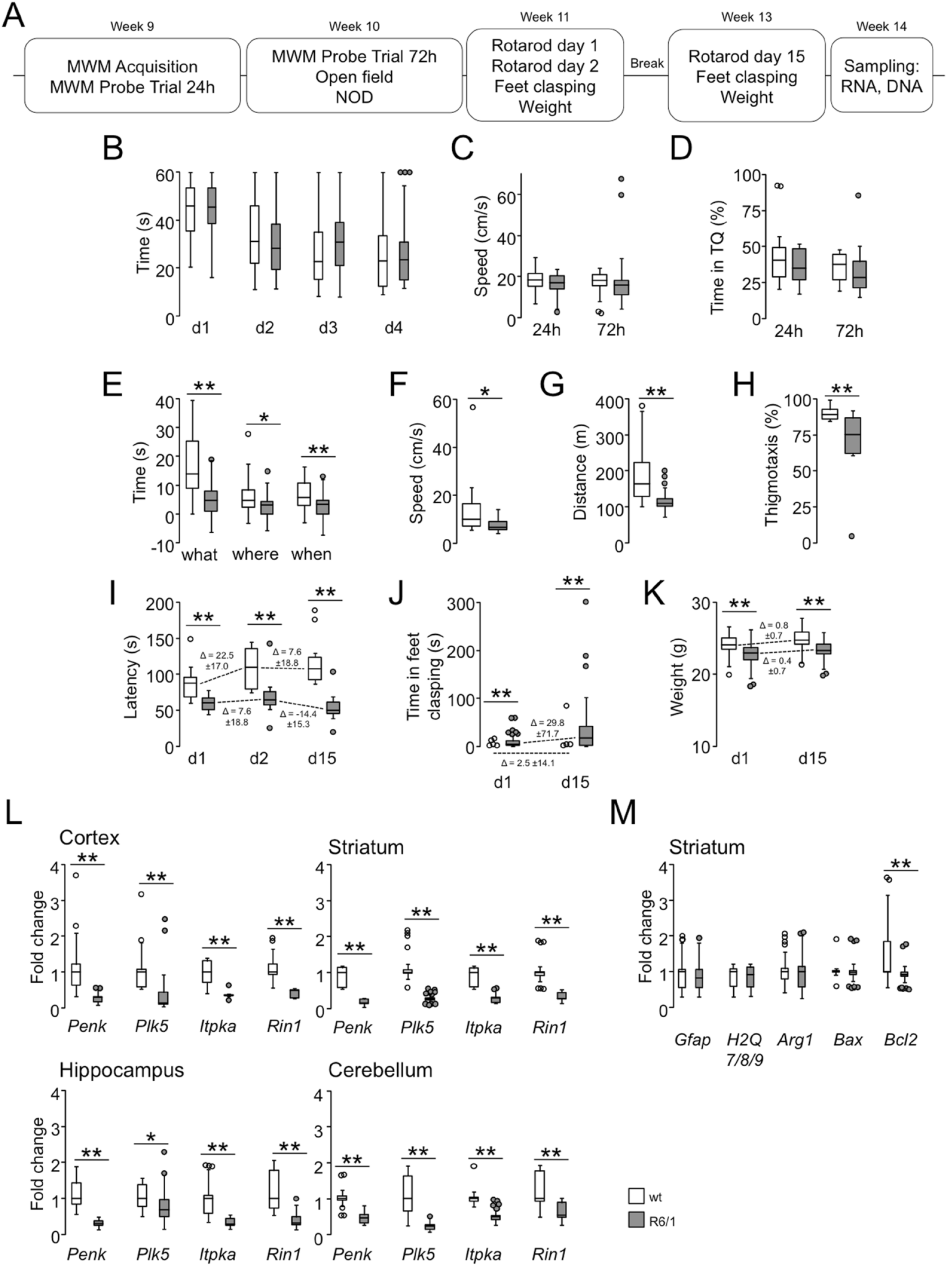
Behavioural and gene expression analysis of early symptomatic R6/1 mice. (**A**) Timeline of the behavioural test battery and the sampling of R6/1 mice and their wild-type littermates. MWM, Morris water maze; NOD, novel object discrimination. *B-D*, The Morris water maze task did not reveal differences between genotypes in performance in the acquisition phase (**B**) or in the swimming speed (**C**) or time spent in the target quadrant (TQ) in the probe trials (**D**). (**E**) R6/1 mice exhibited significant impairments in the three components (“what”, “where” and “when”) of the NOD task. (**F**–**H**) Spontaneous activity was measured in the open field test, and differences in the speed (**F**), distance travelled (**G**) and the time spent in the border area (*H*) were identified. (**I**) R6/1 animals exhibited significant impairments in the accelerating rotarod task. Motor learning (Δ = day 2 − day 1) was also affected. (**J**) R6/1 mice exhibited obvious feet clasping. (**K**) Mutant mice were unable to gain weight, unlike their wild-type littermates. *I-K*, Progression rates (Δ = week 13 − week 11) for accelerating rotarod performance (**I**), feet clasping (**J**) and weight gain (**K**). (**L**) Genes of a consistent HD transcriptional signature (*Penk* (proenkephalin), *Plk5* (polo-like kinase 5), *Itpka* (inositol trisphosphate 3-kinase A), and *Rin1* (Ras and Rab interactor 1)) were downregulated in the prefrontal cortex, striatum, hippocampus and cerebellum of R6/1 mice, as determined by RT-qPCR assays. (**M**) Except for *Bcl2* (B-cell lymphoma 2), the degeneration-related genes *Gfap* (glial fibrillary acidic protein), *H2Q7/8/9* (histocompatibility 2, Q region locus 7/8/9), *Arg1* (arginase 1), and *Bax* (Bcl-2-associated X) were not affected. In all the panels: n wt = 24, n R6/1 = 29; *P < 0.05; **P < 0.005 between genotypes; Mann Whitney U-test. The data are expressed as whisker-and-box plots.

During these experiments, we observed a certain degree of variability among individuals, with a median coefficient of variation (CV) of 45% (interquartile range = 28–59%) and 44% (interquartile range = 32–106%) across the tasks for wild-type and mutant mice, respectively. To explore the possible causes of such variability in these animals, we obtained samples of the prefrontal cortex, the striatum, the hippocampus and the cerebellum from the mice tested on the behavioural battery five days after the last test (week 14) for the sequential isolation of total RNA and gDNA. Then, we evaluated the degree of transcriptional dysregulation in the samples by examining transcripts consistently affected in a variety of brain areas in mouse models of HD: *Penk*, *Plk5*, *Iptka* and *Rin1*^20,23,24^. We confirmed the prominent downregulation of these genes in the four brain areas collected from the R6/1 mice compared to their wild-type littermates with RT-qPCR (Fig. 1L), as reported in our previous work. In contrast, the expression of a second set of genes related to inflammatory processes and degeneration (*Gfap* for gliosis, *H2Q7/8/9* for major histocompatibility complex type Ib, *Arg1* for M1 microglial activation and *Bax* for the promotion of apoptosis) was not different between the genotypes in the striatum, the area that is the most sensitive to mHtt expression (Fig. 1M); the exception was *Bcl2*, which can antagonize the function of *Bax*^25^ but which role in HD is still under debate^26^. In conclusion, the R6/1 mice used in this study were significantly impaired at the behavioural and transcriptional levels in early stages of the disease without a prominent influence of cell death processes.

### Correlative patterns between phenotype and gene expression

To investigate whether the transcriptional dysregulation of the HD signature was an indicator of the degree of behavioural dysfunction, we ranked the animals according to their values obtained for each parameter from less to more affected to establish potential correlations between phenotypical and transcriptional outcomes using the Spearman’s rank-order coefficient (see Materials and Methods for further details). Although we analysed the same deregulated genes across the four brain areas, distinctive tissue-specific patterns were observed: meanwhile there was no evident correlation between behaviour and gene expression changes in the prefrontal cortex, the changes of *Penk*, *Plk5* and/or *Itpka* in the other areas was positively correlated with performance in various tasks: downregulation in the striatum was correlated with poor performance in the accelerating rotarod and/or weight loss, downregulation in the hippocampus with poor performance in the NOD task, and downregulation in the cerebellum with the severity of feet clasping (Fig. 2A). Certain individuals belonging to the same litters tended to rank similarly, suggesting subtle inherited/environmental differences between litters/cohorts that were not entirely controlled in our experimental design (Supplementary Fig. S1). In any case, these correlations were not observed in wild-type mice. Of note, positive correlations with striatal gene alterations at 11 weeks of age were not evident at 13 weeks, closer to the time of sampling; as a result, the progression of motor discoordination and weight loss (calculated as the Δ between week 13 and week 11) were negatively correlated with transcriptional dysregulation (“Progress” in Fig. 2B). This phenomenon can be tentatively explained by the faster worsening of HD-like phenotypes in animals that were initially less affected by mHtt expression at 11 weeks of age, which reduced (but did not abrogate) the behavioural variability between individuals (Fig. 2B). In contrast, the correlations with cerebellar changes were more pronounced at the later time point (Fig. 2C), indicating that HD symptoms can develop differently in these mutant mice.

**Figure 2:**
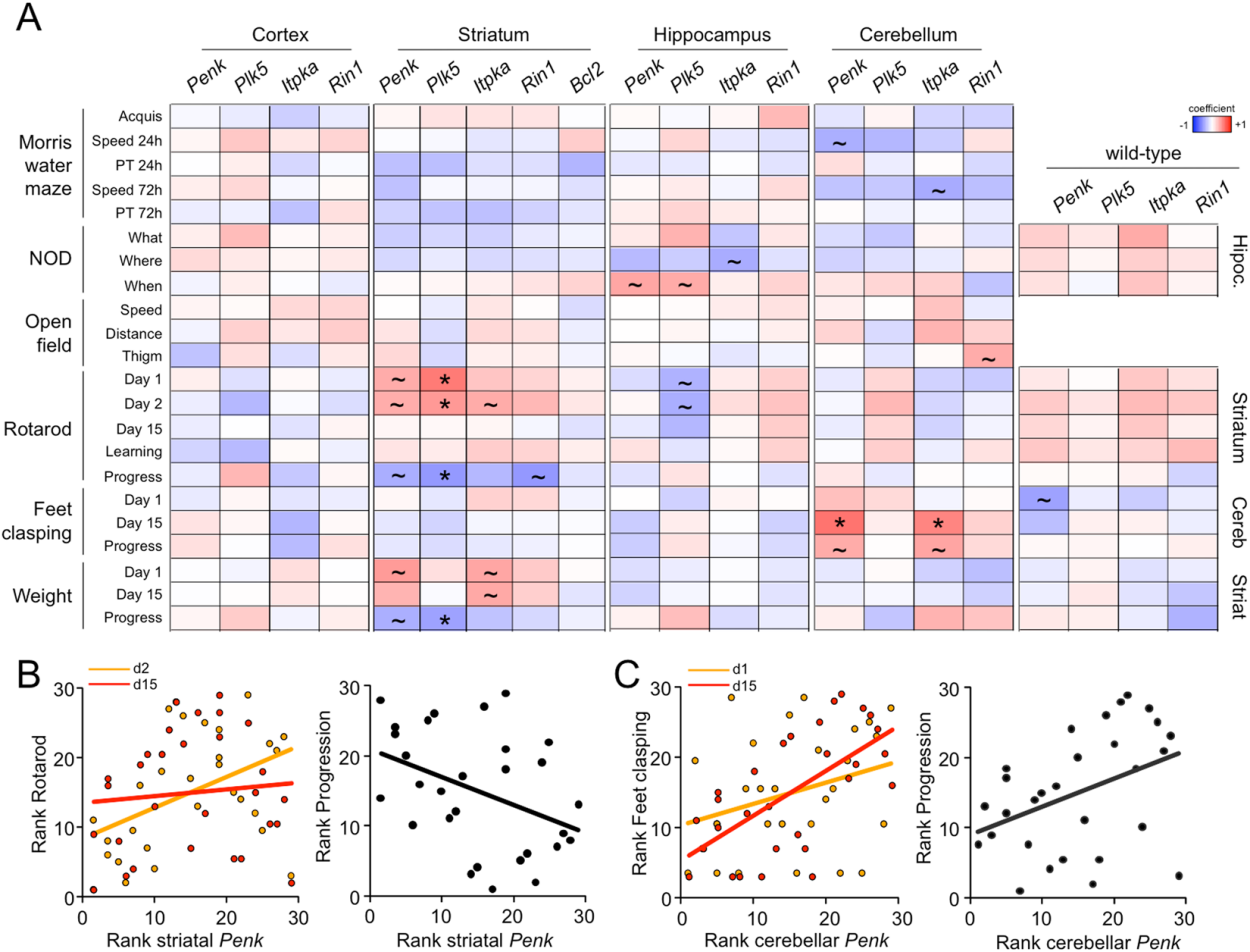
Transcriptional and behavioural variabilities in R6/1 mice are mildly correlated in a tissue-dependent manner. (**A**) Summary of the Spearman coefficient values between the analysed phenotypical traits and gene expression levels. Significant correlations (~unadjusted *P* < 0.05; *adjusted *P* < 0.1, linear regression t-test) were observed between striatal gene expression and rotarod and weight, between hippocampal gene expression and performance on the NOD task and between cerebellar gene expression and feet clasping in R6/1 mice (n = 29). These correlations were not observed in the wild-type animals (n = 24). PT, probe trial; Thigm, thigmotaxis. (**B**) The correlation between striatal *Penk* transcript variations and performance on the accelerating rotarod was reduced at the age of 13 weeks. Left panel, the latency to fall off the rod and *Penk* expression in mutant mice ranked from the highest to the lowest values for each time point; week 11 (d2) and week 13 (d15). Right panel, the association between progression rate (week 13 − week 11) and the striatal *Penk* expression level. (**C**) The correlation between cerebellar *Penk* transcript variations and feet clasping was increased at the age of 13 weeks. The panels are displayed as in *B*.

These results suggested that alterations in gene expression and phenotype are linked. However, other phenomena, such as the number of CAG repeats and mHtt transgene expression, might be more relevant to behaviour and hence more strongly correlated. We focused on the striatum, the main area affected in HD that also shows the highest genetic instability of CAG repeats^27,28^, for our subsequent experiments. After we determined the number of repeats in the isolated gDNA of each individual, we observed a slight but significant increase in the number of CAG repeats (~10) over the span of the behavioural assays (Fig. 3A). However, this increase was not sufficient to have a profound impact on phenotype, as revealed by the absence of a meaningful correlation between the number of repeats and impairments in striatal-dependent phenotypes (Fig. 3C). Expression of the transgene was the most stable among the genes tested in our study (Fig. 3B), and no correlation with phenotype was observed (Fig. 3C). Based on these observations, we found that the level of transcriptional dysregulation of certain genes can be associated to the degree of impairment for specific phenotypical traits in the R6/1 strain, without a profound influence of the number of CAG repeats and mHtt transgene expression in defining the interindividual variability in the mice of our study.

**Figure 3:**
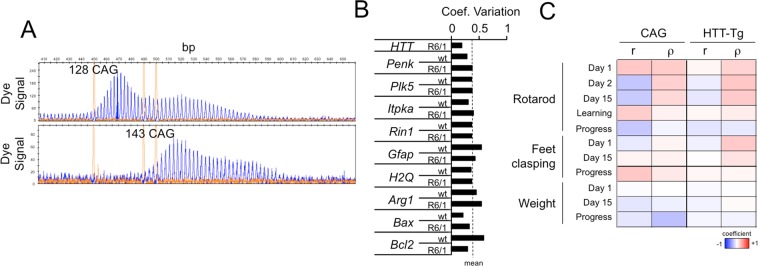
Behavioural variability in R6/1 mice is not attributable to the number of CAG repeats or transgene expression in the striatum. (**A**) Representative electrophoregrams of DNA fragment analysis of a mutant mouse from the first cohort (upper panel) and last cohort (lower panel) showing an increase in the number of CAG repeats. The sharp yellow peaks are the molecular weight standards. (**B**) Compared to other genes, the expression of the R6/1 transgene in the striatum was relatively stable across the mutant mice. Coeff.Variation = coefficient of variation (s.d./mean). (**C**) Summary of the Pearson (r) and Spearman (ρ) coefficient values indicating no correlation between phenotypical traits and the number of CAG repeats/transgene expression (n R6/1 = 29).

### Transcriptional dysregulation is exacerbated in R6/1 mice with a worse phenotype

To better understand the relationship between phenotype and transcription in R6/1 mice, we selected those animals of the same age (14 weeks) that were differentially affected by mHtt expression at the behavioural level using an independent approach to the correlation analysis. To simplify this approach, we focused on phenotypical traits measured three weeks before sample collection to identify the wild-type and mutant animals that deviated the most from the average in terms of rotarod performance, duration of feet clasping and weight using Z-scores (see Materials and Methods for further details). The four mice of each genotype with the highest and lowest Z-scores were classified as “good” and “poor” performers, respectively (Fig. 4A,B). Mutant mice in these two categories did not show differences in the number of CAG repeats or mHtt transgene expression (Fig. 4C) but were prone to exacerbate the downregulation of the consistent HD signature analysed in the qRT-PCR assays; this trend was not observed in wild-type animals (Fig. 4D).

**Figure 4:**
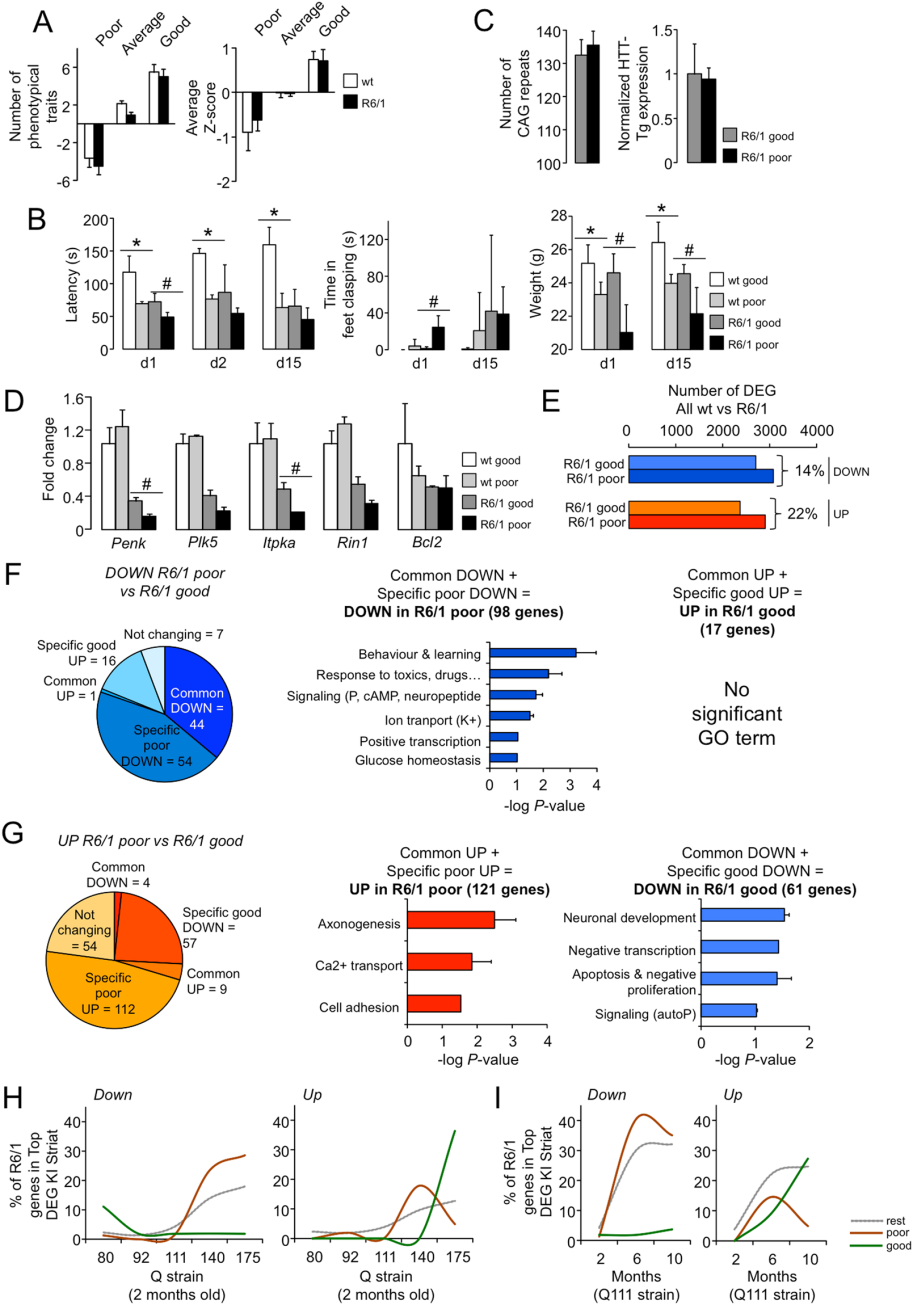
HD transcriptional dysregulation is exacerbated in a worse pathological phenotype. (**A**) Summary of Z-score calculations for classifying the mice according to their phenotype during weeks 11 and 13: “poor”, “good” and “average”. Left panel, the number of phenotypical traits with positive or negative Z-scores for the three categories of mice. Right panel, Z-score values represented as the mean ± s.e.m. (**B**) Accelerating rotarod performance (left), feet clasping (middle) and weights (right) across the four groups of animals according to genotype (wt, R6/1) and phenotype (good, poor); n = 4 in each group. (**C**) No difference in the number of striatal CAG repeats or mHtt transgene expression between R6/1 “good” and “poor” animals was observed. (**D**) The expression of genes belonging to the HD signature across the four groups of animals. In contrast to phenotype, differences were only observed in mutant mice by RT-qPCR. *P < 0.05; **P < 0.005 between “good” and “poor” wild-type mice; #*P* < 0.05; ##<0.005 between “good” and “poor” R6/1 mice; Mann Whitney U-test. The data are expressed as the mean ± s.d. *E*, The number of differentially expressed genes (DEGs) related to the wild-type striatum (both downregulated and upregulated) was higher for the R6/1 “poor” striatum compared to the R6/1 “good” striatum. (**F**,**G**) Pair-wise comparisons between R6/1 “poor” and “good” striatal transcriptomes identified four types of genes based on the direction of change (downregulated or upregulated) and the group of mutants in which they were more altered (“good” or “poor”). Each set of genes is represented by the results of GO enrichment analysis (*P* < 0.1, DAVID), except for the upregulated genes in the R6/1 “good” striatum for which no significance was retrieved. The data are expressed as the mean ± s.e.m of log *P* values across the terms in each category. Common, common DEGs to pair-wise comparisons between wild-type and R6/1 “poor” and between wild-type and R6/1 “good”; Specific, DEGs only appearing in one comparison; Not changing, DEGs between R6/1 “poor” and “good” but not altered between wild-type and R6/1. (**H**,**I**) The presence (expressed as %) of the four sets of genes identified in (**F**,**G**) among the top DEGs between KI HD mice with expanded CAG repeats and with non-pathological range number of repeats (Q20) at the indicated ages. Two additional sets of genes (genes that are dysregulated in HD but are not different between the R6/1 “poor” striatum and the R6/1 “good” striatum) were also included (“rest”). The downregulated “poor” genes and upregulated “good” genes exhibited the most progressive behaviour compared to that of the other sets, both through analysing the effect of the CAG length (**H**) and age (**I**) on phenotype worsening.

To obtain a complete picture of the gene expression changes associated with worse phenotype/performance, striatal RNA was processed for RNA-seq assays to determine the differential gene expression between “good” and “poor” mice of each genotype. 

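Striatal RNA from 16 male mice aged 14 weeks was sequenced, with 1 library per mouse and 4 mice in each of 4 groups, wild-type “good”, wild-type “poor”, R6/1 “good” and R6/1 “poor”. R6/1 mice are a transgenic model of HD, and the mice of each genotype had been sorted into “good” and “poor” by their rotarod, clasping and body weight scores. The authors made stranded mRNA libraries, mapped paired-end reads to GRCm38 with TopHat and compared counts per gene with DESeq2. The deposited values are whole-number counts per gene without normalization, and the paper's text does not name the read counter, the strand setting or the annotation release. Total counts per library ran from 16155356 to 20028431 (median 19742838) in R6/1 “good” mice, from 19734534 to 24439777 (median 23178050) in R6/1 “poor” mice, from 19107671 to 23148483 (median 21433461) in wild-type “good” mice and from 20250680 to 24897354 (median 22153509) in wild-type “poor” mice. The paper states a depth of 31.6 M reads per sample, the counts averaged 21.3 M per library, and the counts were the totals used here. Genes with at least 10 counts in at least 4 of the 16 libraries, 19363 in all, were normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and camera of limma compared each gene list with the other genes. The libraries carry running numbers, and numbers 1 to 8 and 9 to 16 were treated as 2 library batches after the table had been seen. Libraries 1 to 8 hold all 4 R6/1 “good” mice, R6/1 “poor” mouse 2, 2 wild-type “good” mice and 1 wild-type “poor” mouse, and libraries 9 to 16 hold the other 3 R6/1 “poor” mice, 2 wild-type “good” mice and 3 wild-type “poor” mice. Total counts lay between 16155356 and 20250680 in libraries 1 to 8 and between 21529188 and 24897354 in libraries 9 to 16, without overlap. The comparison of R6/1 “poor” with R6/1 “good” mice can therefore be made within a batch for 1 “poor” mouse against 4 “good” mice. In a principal component analysis of log2 CPM after TMM, PC1 (30.5% of the variance) placed the 8 wild-type libraries between -47.7 and -14.4 and the 8 R6/1 libraries between 6.14 and 49.4. On PC2 (14.1%), the 3 wild-type libraries of numbers 1 to 8 lay between -3.47 and 31.1 and the 5 of numbers 9 to 16 between -22.4 and -7.89, without overlap. The 4 R6/1 “good” libraries lay on it between 12.5 and 38.6, R6/1 “poor” mouse 2 at 9.34 and the other 3 R6/1 “poor” libraries between -26.6 and -11.1.

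**Figure D1:**
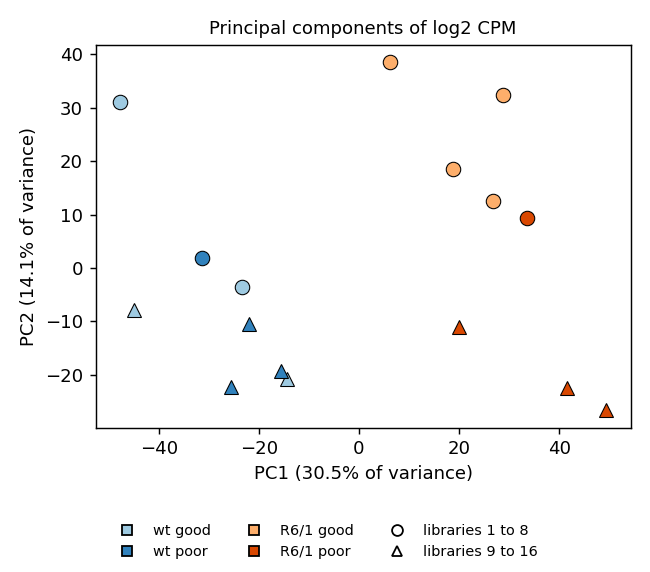
Scores of the 16 striatal libraries on PC1 and PC2 of log2 CPM, by group and by library batch. Wild-type and R6/1 libraries lie apart on PC1, and R6/1 “poor” mouse 2, of libraries 1 to 8, lies at 9.34 on PC2 next to the R6/1 “good” libraries.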

Whereas no single differentially expressed gene (DEG) between both types of wild-type animals was detected, 233 were upregulated and 121 genes downregulated in the striatum of “poor” mutant mice compared to “good” mutant mice (adjusted *P*-value <0.05). 

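Genes of medium spiny neurons, the projection neurons of the striatum, had lower counts in R6/1 “poor” than in R6/1 “good” mice (n = 4 mice per group). Of 30 genes of their identity and signalling, 29 had a negative log2 fold change, with a median of -0.44 (camera, adjusted p = 1.5e-10, and adjusted p = 0.498 with an estimated correlation). Among them, Pde1b, a calmodulin-dependent phosphodiesterase, had a log2 fold change of -0.78, the retinoic acid receptor Rarb -0.67 and the G protein subunit Gnal -0.43. The median of the list was -0.41 within libraries 1 to 8. Glucocorticoid-responsive genes had higher counts in R6/1 “poor” mice, with 23 of 23 positive log2 fold changes and a median of 0.45 (camera, adjusted p = 2.3e-07, and adjusted p = 0.517 with an estimated correlation). The lipid droplet protein Plin4 stood at 3.10 and the sulfotransferase Sult1a1 at 1.55. The direction of this list turned within libraries 1 to 8, with a median of -0.09, Plin4 at 0.14 and Sult1a1 at -0.14. Genes of pericytes and smooth muscle, the contractile cells of vessels, had a median of -0.36 (camera, adjusted p = 9.5e-07, and adjusted p = 0.498 with an estimated correlation) and of -0.17 within libraries 1 to 8. By edgeR, 0 members of these 3 lists passed an adjusted p of 0.05 over all genes, and adjusted over the list alone 21 genes of medium spiny neurons and 9 of pericytes were lower and 13 glucocorticoid-responsive genes were higher. Markers of hypothalamic neurons, lateral septal neurons and ependymal cells, which border the striatum, lay higher in R6/1 “poor” mice as well. Their median log2 fold change was 2.42 for hypothalamic neurons (camera, adjusted p = 0.00381), 0.79 for lateral septal neurons (7.4e-05) and 0.80 for ependymal cells (2.8e-05), each with adjusted p = 0.498 with an estimated correlation, and 1.17, 0.38 and 0.27 within libraries 1 to 8. Adjusted over the list alone, 3, 4 and 2 genes of these lists were higher. Markers of cortical neurons, another neighbour, had a median of 0.58 (camera, adjusted p = 0.230), with 0 of 16 called adjusted over the list alone, and turned to -0.40 within libraries 1 to 8. The mean log2 level of the hypothalamic markers relative to the wild-type mean was 1.04 ± 1.26 (SD, n = 4) in R6/1 “poor” mice, with mouse 4 at -0.66, and -0.453 ± 0.409 (SD, n = 4) in R6/1 “good” mice. Over all 19363 genes, edgeR's quasi-likelihood test called 0 genes between R6/1 “poor” and “good” mice (smallest adjusted p = 0.248), with 1611 higher and 1389 lower genes at an unadjusted p under 0.05. DESeq2, the tool of the paper, called 227 higher and 129 lower genes, 356 in all. That count was 0 with the library batch as a covariate, 1, 34, 21 and 37 without R6/1 “poor” mouse 3, “poor” mouse 1, “good” mouse 2 or “good” mouse 4, and 1195 and 1173 without R6/1 “poor” mouse 2 or 4. edgeR called 61 genes without R6/1 “poor” mouse 2 and 99 without R6/1 “poor” mouse 4. edgeR called 0 genes within libraries 1 to 8, with 603 at an unadjusted p under 0.05. Between wild-type “poor” and “good” mice, edgeR and DESeq2 each called 0 genes, with 472 and 431 genes at an unadjusted p under 0.05. In these mice the list of medium spiny neuron genes had a median log2 fold change of -0.13 (camera, adjusted p = 0.0250, and adjusted p = 0.838 with an estimated correlation), again with 29 of 30 genes negative and 0 called by edgeR, also when adjusted over the list alone. The median was -0.01 within libraries 1 to 8, with 14 genes positive and 16 negative, and -0.17 within libraries 9 to 16.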

Based on the apparent lack of relevant differences among wild-type mice, we pooled the wild-type datasets to increase the statistical power of the pair-wise comparisons for each R6/1 group. 

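Against the pooled wild-type mice (n = 8), genes of medium spiny neurons fell in both R6/1 groups (n = 4 each) by edgeR. Of the 30 genes of identity and signalling, 28 were lower in R6/1 “good” mice (30 adjusted over the list alone), with a median log2 fold change of -0.996 (camera, adjusted p = 1.5e-19, and adjusted p = 0.250 with an estimated correlation). In R6/1 “poor” mice all 30 were lower (30 adjusted over the list alone), with a median of -1.47 (camera, adjusted p = 2.8e-26, and adjusted p = 0.174 with an estimated correlation). The median was -1.09 in R6/1 “good” mice within libraries 1 to 8 and -1.44 in R6/1 “poor” mice within libraries 9 to 16. Ryr1, a calcium release channel, fell by 2.99 on the log2 scale in R6/1 “good” mice (adjusted p = 1.2e-05 by edgeR), and the adenylyl cyclase Adcy5 fell by 1.78 in R6/1 “poor” mice (adjusted p = 4.0e-06 by edgeR). Immediate early genes, which respond to neuronal activity, fell as well, with 16 of 28 lower in R6/1 “good” mice (20 adjusted over the list alone), among them the transcription factor Egr2 at a log2 fold change of -4.68. Egr2 varied widely in wild-type mice, from 3.18 to 33.9 CPM in “good” and from 2.17 to 14.8 in “poor” mice. It ran from 0.196 to 0.699 CPM in R6/1 “good” mice. The median of the immediate early genes was -0.97 (camera, adjusted p = 2.7e-08, and adjusted p = 0.321 with an estimated correlation) and -0.62 within libraries 1 to 8. Potassium channel subunits fell in R6/1 “good” mice, with 19 of 37 lower (20 adjusted over the list alone) and a median of -0.35 (camera, adjusted p = 2.7e-08, and adjusted p = 0.00746 with an estimated correlation). Kcnj4, an inward rectifier, was among them at -1.03. Genes of cholesterol biosynthesis were lower for 15 of 24 members in R6/1 “good” mice (17 lower and 1 higher adjusted over the list alone), with a median of -0.35 (camera, adjusted p = 1.0e-05, and adjusted p = 0.281 with an estimated correlation). The methylsterol oxidase Msmo1 stood at -0.74 and the sterol sensor Insig1 at -0.72. The medians of these lists were -0.34 and -0.27 within libraries 1 to 8. Markers of some other striatal cells were lower as well. In R6/1 “good” mice 6 of 9 genes of cholinergic interneurons were lower (7 adjusted over the list alone, median -1.41, camera, adjusted p = 5.2e-06, and adjusted p = 0.256 with an estimated correlation), among them the acetylcholine-synthesizing enzyme Chat at -1.84. Of 20 astrocyte genes, 13 were lower and 1 was higher (14 and 1 adjusted over the list alone, median -0.46, camera, adjusted p = 1.2e-06, and adjusted p = 0.173 with an estimated correlation), among them the glutamate transporter Slc1a2 at -0.85. In R6/1 “poor” mice 9 astrocyte genes were lower (10 lower and 2 higher adjusted over the list alone, median -0.18, camera, adjusted p = 0.0162, and adjusted p = 0.478 with an estimated correlation), with a median of -0.20 within libraries 9 to 16. In R6/1 “poor” mice 15 of 16 microglial genes were lower (15 adjusted over the list alone, median -0.43, camera, adjusted p = 3.2e-07, and adjusted p = 0.232 with an estimated correlation), among them the fractalkine receptor Cx3cr1 at -0.59. Within a batch the medians for cholinergic interneurons and astrocytes in R6/1 “good” mice and microglia in R6/1 “poor” mice were -1.41, -0.48 and -0.46. Over all genes, edgeR called 2350 genes higher and 2408 lower in R6/1 “good” mice and 2619 higher and 2892 lower in R6/1 “poor” mice. Within libraries 1 to 8, where 4 R6/1 “good” mice stood against 3 wild-type mice, 3594 genes were called, 2904 of them among the calls from all libraries, and within libraries 9 to 16, where 3 R6/1 “poor” mice stood against 5 wild-type mice, 3401 genes were called, 3247 of them among the calls from all libraries. The count for R6/1 “poor” mice was 3662 without mouse 3.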

Then, we investigated the association between the severity of the phenotype and HD transcriptional dysregulation. Compared to mutant mice that exhibited less phenotypical impairment, mutant mice that showed a worse phenotype were more affected at the level of striatal gene expression (Fig. 4E). Compilation of these results defined four sets of striatal genes that were significantly altered between R6/1 “poor” and R6/1 “good” mice but also between wild-type animals to ensure that we studied changes associated with the HD transcriptional dysregulation (Fig. 4F,G). These sets of genes were: (i) those that were more significantly downregulated in R6/1 “poor” animals, which included *bona fide* HD-related genes, such as the proenkephalin *Penk*, the phosphodiesterase *Pde10a*, the dopamine receptors *Drd1* and *Drd2*, and the phosphorylation regulator DARPP-32 (*Ppp1r1b*) among other neuronal genes, as evidenced by the Gene Ontology (GO) enrichment analysis with the terms “Behaviour & learning”, “Neuropeptide”, and “Potassium transport”; (ii) those that were more significantly downregulated in R6/1 “good” animals, which included genes involved in neuronal development and apoptosis, such as the bilateral polymicrogyria-associated *Adgrg1* (aka *Gpr56*), the inhibitor of cyclin-dependent kinases *Cdkn1a* (aka p21), the inhibitor of the mTOR signalling pathway *Ddit4*, the fibroblast growth factor receptor *Fgfr3*, and the schizophrenia and bipolar disorder-associated gene *Mdga*; (iii) those that were more significantly upregulated in R6/1 “poor” animals, which were mainly related to axonogenesis, Ca^2+^ regulation and cell adhesion and included the voltage-calcium sensitive channel *Cagna1g*, the cadherin *Cdh2*, the Down syndrome adhesion molecule *Dscam* and the axonal midline guidance gene *Slit1*; and (iv) those that were significantly upregulated in R6/1 “good” mice, such as *Nfya*, a subunit of the transcription factor NF-Y. All DEGs are shown in Supplementary Table 1.

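Genes lower in R6/1 than in wild-type striatum lay lower on average in R6/1 “poor” than in R6/1 “good” mice, a difference that was not called with all mice and was called without R6/1 “poor” mouse 4. A mean log2 level relative to the wild-type mean was taken per mouse over the 3407 genes that edgeR called lower in all R6/1 against all wild-type mice. It was -0.555 ± 0.0678 (SD, n = 4) in R6/1 “good” mice and -0.655 ± 0.0827 (SD, n = 4) in R6/1 “poor” mice, a difference of -0.101 (two-sided exact permutation test, p = 0.114 over 70 divisions, smallest possible p = 0.0286). Wild-type “good” and “poor” mice stood at 0.0216 ± 0.102 and -0.0216 ± 0.0401 (SD, n = 4 each). Over the 3371 genes called higher, the mean was 0.367 ± 0.0306 (SD, n = 4) in R6/1 “good” mice and 0.387 ± 0.0474 (SD, n = 4) in R6/1 “poor” mice (exact permutation test, p = 0.514). Within libraries 1 to 8, R6/1 “poor” mouse 2 stood at -0.635 for the lower genes, below the R6/1 “good” mice at -0.618 to -0.467, and at 0.398 for the higher genes, within their range of 0.327 to 0.402. R6/1 “poor” mouse 4, of libraries 9 to 16, stood at -0.551, within the R6/1 “good” range, and at 0.318 for the higher genes. Without this mouse the difference for the lower genes was -0.146 (exact permutation test, p = 0.0286, the smallest possible), and without each of the other 15 mice it was not called. These genes were chosen with the same mice, so the level of either R6/1 group against wild-type mice is not independent evidence. Across genes, the log2 fold changes of R6/1 “good” and R6/1 “poor” mice against the pooled wild-type mice had a correlation of 0.693 (jackknife standard error 0.103). Since both share their controls, groups simulated without change gave 0.323 (0.299 to 0.347 in 20 simulations), and with wild-type “good” mice as controls of one group and wild-type “poor” mice of the other it was 0.679. Of the genes called in both groups, 3179 went the same way and 2 the opposite way, against 318 higher and 360 lower shared genes for independent lists of the same lengths. With these separate controls, 4 in place of 8 mice for each group, 1666 genes were shared. Sfmbt2, a Polycomb group gene, was among the largest rises in R6/1 “good” mice (log2 fold change 1.60, adjusted p = 1.9e-06 by edgeR, and 1.75 within libraries 1 to 8). Gpx6, a glutathione peroxidase, was among the largest falls in both groups, with log2 fold changes of -4.37 in R6/1 “good” mice and -5.73 in R6/1 “poor” mice (adjusted p = 2.1e-06 and 3.8e-07 by edgeR), and of -4.54 within libraries 1 to 8 and -5.85 within libraries 9 to 16.

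**Figure D2:**
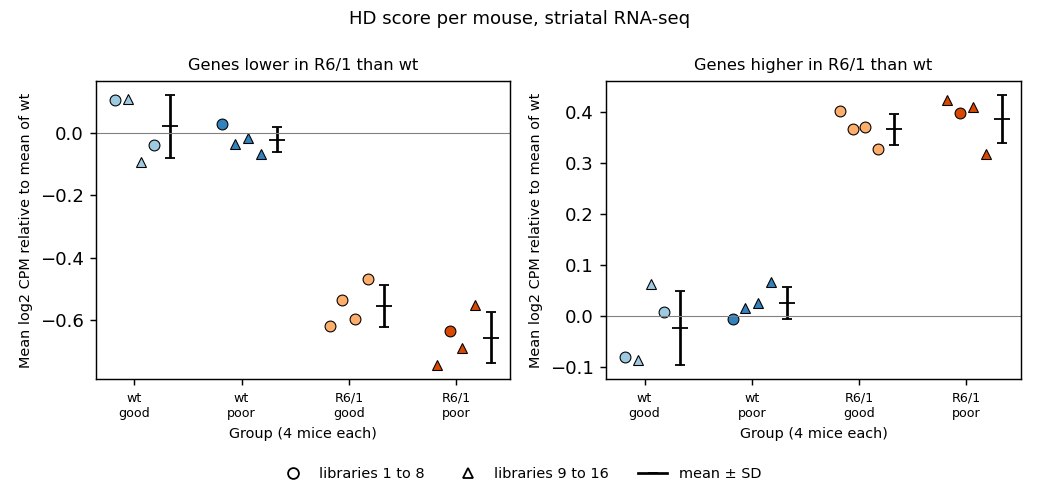
Mean log2 CPM relative to the wild-type mean over the genes called lower (left) and higher (right) in R6/1 mice, per mouse in the 4 groups, with the mean ± SD. Circles are libraries 1 to 8 and triangles libraries 9 to 16, and the R6/1 “poor” mean is -0.655 for the lower genes against -0.555 in R6/1 “good” mice.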

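The set of genes lower in R6/1 “poor” mice held Pde1b and Adora2a, and the set higher in R6/1 “poor” mice held the protocadherin Pcdh8 and the ephrin receptor Ephb2, by the calls of DESeq2. From the DESeq2 calls, 100 genes lay lower in R6/1 “poor” than in R6/1 “good” mice and lower than in wild-type mice, 48 of them called in both R6/1 groups and 52 in one. The set higher in R6/1 “poor” mice held 125 genes, 9 of them called in both groups, 62 were lower in R6/1 “good” mice, 4 of them in both, and 21 were higher in R6/1 “good” mice, 2 of them in both. In addition, 52 genes differed between R6/1 “poor” and “good” mice and from wild-type mice in neither group. Some genes lay both in the set higher in R6/1 “poor” and in the set lower in R6/1 “good” mice, so the counts add up to more than the 356 calls. The sets rest on DESeq2 calls between the R6/1 groups that fell to 0 with the library batch as a covariate and to 1 without R6/1 “poor” mouse 3. From the calls of edgeR's quasi-likelihood test, each of the 4 sets held 0 genes, since edgeR called 0 genes between the R6/1 groups. Within libraries 1 to 8, with 1 R6/1 “poor” mouse against 4 R6/1 “good” mice, all 100 genes of the set lower in R6/1 “poor” mice kept their sign, with a median log2 fold change of -0.35 against -0.56 from all libraries. Of the genes higher in R6/1 “poor” mice 123 kept their sign (median 0.43 against 0.61), of those lower in R6/1 “good” mice 56 (0.27 against 0.58) and of those higher in R6/1 “good” mice 21 (-0.25 against -0.35). R6/1 “poor” mouse 2 took part in choosing these genes, so its direction is not independent evidence.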

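Genes that mark medium spiny neurons had the lowest counts in R6/1 “poor” mice. Penk (ENSMUSG00000045573, chromosome 4 of GRCm38, 4133531 to 4138819), which encodes the precursor of enkephalin, stood at 248 ± 32.2 CPM (SD, n = 4) in R6/1 “poor” mice and 356 ± 51.7 (SD, n = 4) in R6/1 “good” mice, against 1598 ± 333 and 1413 ± 198 (SD, n = 4 each) in wild-type “good” and “poor” mice. Between the R6/1 groups its log2 fold change was -0.51 (standard error 0.115, adjusted p = 0.248 by edgeR, 0.00967 by DESeq2). The phosphodiesterase Pde10a had -0.65, the dopamine receptors Drd1 and Drd2 -0.64 and -0.83, and Ppp1r1b, which encodes DARPP-32, -0.73, with edgeR adjusted p of 0.248 to 0.252 and DESeq2 adjusted p of 0.00722 to 0.0316. These 5 genes stood within libraries 1 to 8 at -0.28, -0.56, -0.46, -0.72 and -0.56. Each fell in both R6/1 groups against wild-type mice by edgeR, Penk by 2.08 on the log2 scale in R6/1 “good” mice (adjusted p = 1.9e-06) and by 2.60 in R6/1 “poor” mice (adjusted p = 3.8e-07), with log2 fold changes of -2.16 within libraries 1 to 8 and -2.65 within libraries 9 to 16. The genes lower in R6/1 “good” mice were nearer to the wild-type level in R6/1 “poor” mice. Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38, 29090976 to 29100727), which encodes the cell cycle inhibitor p21, stood at 5.04 ± 0.277 CPM (SD, n = 4) in R6/1 “good”, 12.2 ± 4.81 in R6/1 “poor”, 13.4 ± 4.20 in wild-type “good” and 15.1 ± 3.68 in wild-type “poor” mice. It fell in R6/1 “good” mice against wild-type mice by 1.50 on the log2 scale (adjusted p = 0.000107 by edgeR, and by 1.40 within libraries 1 to 8), as did Fgfr3 by 0.48, Ddit4 by 0.52, Mdga1 by 1.28 and Adgrg1 by 0.34. Adgrg1 had an adjusted p of 0.0815 with wild-type “good” mice alone as controls. Between R6/1 “poor” and “good” mice, Cdkn1a had a log2 fold change of 1.29, Fgfr3 0.52, Ddit4 0.38, Mdga1 0.87 and Adgrg1 0.55 (edgeR adjusted p of 0.248 to 0.259, DESeq2 adjusted p of 0.00397 to 0.0525). They stood within libraries 1 to 8 at 0.18, 0.23, 0.15, 0.85 and 0.58, and edgeR called Cdkn1a without R6/1 “poor” mouse 2 (adjusted p = 0.00771), Adgrg1 without R6/1 “poor” mouse 4 (adjusted p = 0.0142) and Mdga1 without R6/1 “poor” mouse 4 (adjusted p = 0.0418). Some genes of axon guidance and adhesion were called higher in R6/1 “poor” mice by DESeq2, and 0 by edgeR. Dscam (ENSMUSG00000050272, chromosome 16 of GRCm38, 96590840 to 97170752) had a log2 fold change of 0.78 between the R6/1 groups, the guidance factor Slit1 1.01, the cadherin Cdh2 0.32 and the calcium channel Cacna1g 0.86 (edgeR adjusted p of 0.248 to 0.252, DESeq2 adjusted p of 0.00431 to 0.0462), and 0.41, 0.40, 0.21 and 0.59 within libraries 1 to 8. Against wild-type mice, Slit1 rose by 0.99 and Cdh2 by 0.38 in R6/1 “poor” mice (edgeR, adjusted p = 0.0123 and 0.00367), and within libraries 9 to 16 by 1.19 and 0.35. Dscam rose by 0.67 (adjusted p = 0.0116 by edgeR), with adjusted p of 0.0623 within libraries 9 to 16 and 0.0533 without R6/1 “poor” mouse 1, and Cacna1g stood at 0.70 (adjusted p = 0.0678 by edgeR). The list of classical cadherins and homophilic adhesion genes had a median of 0.20 between the R6/1 groups (camera, adjusted p = 2.4e-07, and adjusted p = 0.498 with an estimated correlation), with 8 of 36 genes higher adjusted over the list alone, and 0.14 within libraries 1 to 8. Axon guidance genes had a median of 0.08 (camera, adjusted p = 0.0151, and adjusted p = 0.498 with an estimated correlation), with 9 of 49 higher and 1 lower adjusted over the list alone, and 0.12 within libraries 1 to 8. Voltage-gated calcium channel subunits (median -0.09, camera, adjusted p = 0.293) and potassium channel subunits (median -0.03, mean 0.00, camera, adjusted p = 0.444) did not differ from other genes, with 1 higher and 1 lower of 21 and 1 higher and 2 lower of 37 adjusted over the list alone. Their medians were -0.09 and -0.17 within libraries 1 to 8, where 27 of the 37 potassium channel genes were negative. The lateral septal and hypothalamic markers lay higher on average in R6/1 “poor” mice as well, and whether they moved with the adhesion genes was not tested. In R6/1 “poor” mouse 4 their mean log2 levels relative to the wild-type mean were -0.18 and -0.66. The cortical markers of this mouse stood at 1.42, above the R6/1 “good” maximum of 0.818. Its Slit1 (54.0 CPM), Dscam (40.3), Cdh2 (118) and Cacna1g (48.6) lay above the R6/1 “good” maxima of 35.4, 30.5, 114 and 36.6. Neighbouring tissue is therefore not excluded for these genes by this mouse. Of these genes, 24 of the 36 named by the paper are in the part of Supplementary Table 1 held here, the first 1996 of its 55449 rows.

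**Figure D3:**
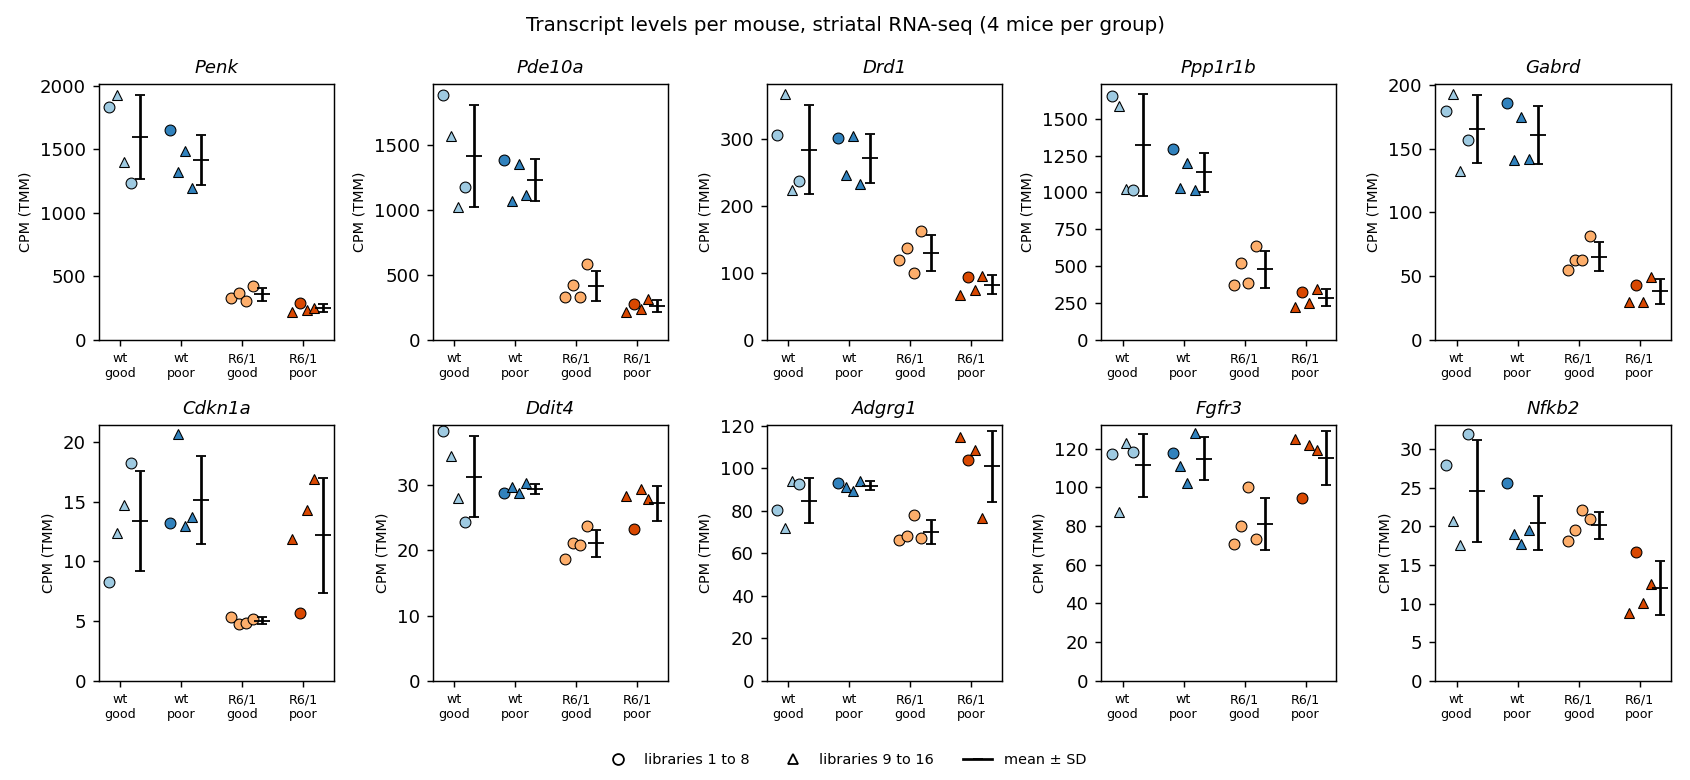
CPM after TMM of 10 genes in each mouse of the 4 groups, with the mean ± SD. Circles are libraries 1 to 8 and triangles libraries 9 to 16, and Penk stood at 248 ± 32.2 in R6/1 “poor” and 356 ± 51.7 in R6/1 “good” mice.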

Taking profit of the existing longitudinal transcriptomics study conducted in HD knock-in (KI) mice expressing different lengths of polyQ^21^, we validated the association between the newly defined sets of genes with conditions linked to phenotypical worsening. To this end, we first retrieved the top DEGs in the pair-wise comparisons between CAG-expanded strains (Q80, Q92, Q111, Q140 or Q175) and control mice (Q20) at different ages (2, 6 and 10 months). Then, we calculated the percentage of genes more affected in R6/1 “good” or “poor” mice amongst the top DEGs in the same direction of change in the KI striatum. Other sets of genes associated with HD transcriptional dysregulation but not significantly different between R6/1 “good” and “poor” mice (thereafter referred to as the “rest”) were also included in the analysis for comparative purposes. Regarding downregulated genes, both the “rest” and R6/1 “poor” genes showed a progressive increase in the percentage of top DEG in strains with longer stretches of CAG repeats (Fig. 4H) and in aged animals (Fig. 4I). However, the relative presence of “poor” genes amongst the top DEG in KI mice was always superior, suggesting a stronger relationship with phenotype worsening. In contrast, the downregulated genes in R6/1 “good” mice did not exhibit a progressive pattern (Fig. 4H,I left panels). The opposite behaviour was observed for upregulated genes; whereas the overrepresentation of R6/1 “good” genes were mostly observed in comparisons with older mice or animals with the highest number of CAG repeats, the R6/1 “poor” genes showed a transient profile (Fig. 4H,I right panels). The interpretation of the latter result was not straightforward unless we assume that the upregulated R6/1 “good” genes play a protective role against mHtt expression and are intensively activated in severe stages of the disease. In this regard, *Nfya* mRNA has been reported to be upregulated as part of a homeostatic mechanism for restoring the decreased protein levels of NF-Y in HD models^29^, an observation that we replicated in our R6/1 colony (Supplementary Fig. S2). The potential relevance of this CCAAT-binding factor to neurodegeneration was determined by conditionally knocking out *Nfya* in forebrain postmitotic neurons^30^. However, the impact of this phenomenon was difficult to discern at the level of known NF-Y target genes such as *Hsp90b1* (*aka Gpr94*) which was regulated in the opposite direction in our gene expression analysis, and its promoter retained the capability to bind both NF-Y_A_ and NF-Y_B_ subunits in the R6/1 striatum (Supplementary Fig. S2).

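Nfya, which encodes the DNA-contacting subunit of NF-Y, rose in both R6/1 groups, and Hsp90b1, an endoplasmic reticulum chaperone, fell in R6/1 “good” mice. Nfya (ENSMUSG00000023994, chromosome 17 of GRCm38, 48386885 to 48409906) stood at 55.1 ± 1.96 CPM (SD, n = 4) in R6/1 “good” and 44.5 ± 2.07 in R6/1 “poor” mice, against 32.3 ± 5.07 and 27.1 ± 3.20 in wild-type “good” and “poor” mice. Its log2 fold change against wild-type mice was 0.89 in R6/1 “good” mice (adjusted p = 3.3e-05 by edgeR) and 0.58 in R6/1 “poor” mice (adjusted p = 0.00102 by edgeR), and 0.82 and 0.60 within libraries 1 to 8 and 9 to 16. Between R6/1 “poor” and “good” mice it was -0.29 (standard error 0.059, adjusted p = 0.248 by edgeR, 0.00693 by DESeq2), and -0.25 within libraries 1 to 8. Nfyb, another subunit, stood at 0.15 in R6/1 “good” mice (adjusted p = 0.208 by edgeR, and 0.0172 without R6/1 “good” mouse 3). Hsp90b1 (ENSMUSG00000020048, chromosome 10 of GRCm38, 86690209 to 86705509) stood at 238 ± 8.10 CPM in R6/1 “good”, 303 ± 44.2 in R6/1 “poor”, 381 ± 84.7 in wild-type “good” and 316 ± 67.2 in wild-type “poor” mice (SD, n = 4 each). It fell by 0.55 on the log2 scale in R6/1 “good” mice (adjusted p = 0.0141 by edgeR, and by 0.39 within libraries 1 to 8), a call that edgeR lost with no filter on low counts (adjusted p = 0.0614) and with the library batch as a covariate (adjusted p = 0.134). Between the R6/1 groups its log2 fold change was 0.37 (adjusted p = 0.248 by edgeR, 0.0452 by DESeq2), and 0.03 within libraries 1 to 8, and edgeR called it without R6/1 “poor” mouse 2 (adjusted p = 0.0381). The list of endoplasmic reticulum chaperones and genes of the unfolded protein response had a median of 0.12 between the R6/1 groups (camera, adjusted p = 0.00441, and adjusted p = 0.577 with an estimated correlation), with 0 of 25 called adjusted over the list alone, and -0.08 within libraries 1 to 8. Calnexin (Canx), a lectin chaperone, stood at 0.31 and the disulfide isomerase Pdia6 at 0.37, and at 0.08 and -0.09 within libraries 1 to 8. The list of 6 NF-Y subunits and targets had a median of 0.06 (camera, adjusted p = 0.811), with 1 higher and 2 lower adjusted over the list alone. The study named most of them and chose some on these mice, so the list gives no independent evidence.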

Finally, the retrieval of DEGs in the RNA-seq analysis enabled us to widen the correlative analysis of Fig. 2 by including more genes related to worse HD phenotype. However, we only identified a single potential association between transcriptional dysregulation and particular symptoms in *Gabrd*, another gene belonging to the consistent HD signature (Supplementary Fig. S3). 

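Gabrd, the delta subunit of the GABA-A receptor, fell in both R6/1 groups together with the other genes of the HD signature. Gabrd (ENSMUSG00000029054, chromosome 4 of GRCm38, 155384980 to 155398112) stood at 65.2 ± 11.3 CPM in R6/1 “good” and 37.8 ± 9.70 in R6/1 “poor” mice, against 165 ± 26.5 and 161 ± 22.9 in wild-type “good” and “poor” mice (SD, n = 4 each). It fell by 1.32 on the log2 scale in R6/1 “good” mice (adjusted p = 1.0e-05 by edgeR) and by 2.11 in R6/1 “poor” mice (adjusted p = 4.0e-06 by edgeR), and by 1.43 within libraries 1 to 8 and 2.11 within libraries 9 to 16. Between R6/1 “poor” and “good” mice its log2 fold change was -0.77 (standard error 0.186, adjusted p = 0.248 by edgeR, 0.00874 by DESeq2), and -0.59 within libraries 1 to 8. The kinase Itpka stood at -0.42 (adjusted p = 0.506 by edgeR), the Ras effector Rin1 at -0.55 (adjusted p = 0.337 by edgeR) and the Polo-like kinase Plk5 at -0.14 (adjusted p = 0.743 by edgeR) between the R6/1 groups. Inside libraries 1 to 8 they stood at -0.37, -0.53 and 0.30, so that the direction of Plk5 turned. Itpka stood at 69.1 CPM in R6/1 “poor” mouse 4, above the R6/1 “good” mice at 51.3 to 64.5. In the other R6/1 “poor” mice it stood at 24.2 to 44.2 CPM. All 5 genes of the signature were lower against wild-type mice in both R6/1 groups (5 adjusted over the list alone in each), with medians of -1.32 and -2.02, and between the R6/1 groups 2 of the 5 were lower adjusted over the list alone. Camera gave an adjusted p of 0.00441 for the list between the R6/1 groups (adjusted p = 0.498 with an estimated correlation). The signature was chosen by the study, so it is not independent evidence of its direction. Of the 14 GABA-A receptor subunits, edgeR called 0 between R6/1 “poor” and “good” mice, and 6 were higher and 1 lower adjusted over the list alone. Their median was 0.23 (camera, adjusted p = 0.0425, and adjusted p = 0.498 with an estimated correlation), and 0.13 within libraries 1 to 8.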

Overall, we used an alternative approach to demonstrate that general worsening of the HD phenotype partially exacerbated HD-linked transcriptional dysregulation in parallel to a putative activation of homeostatic responses. However, this gene expression reprogramming did not necessarily explain the outcome of specific phenotypical traits.

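Genes of medium spiny neurons lay lower on average in R6/1 “poor” than in R6/1 “good” mice. Classical cadherins and homophilic adhesion genes lay higher, and beta protocadherins, which are adhesion molecules too, lay lower. Of all these lists, 0 members were called by edgeR. Markers of some neighbouring tissue lay higher on average too, with scores of 0.645 ± 0.671 in R6/1 “poor” and -0.113 ± 0.232 in R6/1 “good” mice for the lateral septum and 0.669 ± 0.569 and -0.0952 ± 0.411 for the ependyma (SD, n = 4 each). The septal score of R6/1 “poor” mouse 4 was -0.18, within the R6/1 “good” range. Thalamic scores were 0.467 ± 0.983 in R6/1 “poor” and -0.359 ± 0.920 in R6/1 “good” mice (SD, n = 4 each). They varied widely, with R6/1 “good” mouse 3 at 1.01 and R6/1 “poor” mouse 4 at -0.718. Cortical scores were 0.0574 ± 1.01 and -0.280 ± 0.984 (SD, n = 4 each), with R6/1 “poor” mouse 4 at 1.42. Within libraries 1 to 8 the median log2 fold change between the R6/1 groups was -0.40 for cortical and 0.06 for thalamic markers. Between the R6/1 groups camera called 22 lists with the preset correlation and 0 with an estimated correlation (adjusted p = 0.498 or more). The striatal score of medium spiny neuron genes, a mean log2 level relative to the wild-type mean, was -1.57 ± 0.227 (SD, n = 4) in R6/1 “poor” and -1.11 ± 0.280 (SD, n = 4) in R6/1 “good” mice. Within libraries 1 to 8, R6/1 “poor” mouse 2 stood at -1.49 and the R6/1 “good” mice at -1.35 to -0.76. R6/1 “poor” mouse 4, of libraries 9 to 16, stood at -1.30, within the R6/1 “good” range, and the difference of this score was not tested. The score of glucocorticoid-responsive genes was 0.202 ± 0.527 (SD, n = 4) in R6/1 “poor” and -0.415 ± 0.0769 (SD, n = 4) in R6/1 “good” mice (difference 0.618, two-sided exact permutation test, p = 0.143). Within libraries 1 to 8, R6/1 “poor” mouse 2 stood at -0.57, below the R6/1 “good” mice at -0.48 to -0.33, and the other R6/1 “poor” mice, at 0.316 to 0.595, have no R6/1 “good” mouse in their batch. Whether “poor” and “good” mice differ otherwise in R6/1 than in wild-type mice was tested gene by gene with the interaction of genotype and performance in edgeR, which called 0 genes (smallest adjusted p = 0.708), with 1118 genes at an unadjusted p under 0.05. DESeq2 called 1 gene for the same interaction, and edgeR called 2 without R6/1 “poor” mouse 2. With the selection of “poor” and “good” mice, its alternative approach, the paper concludes that a general worsening of the phenotype partially aggravates the HD-linked dysregulation. It proposes homeostatic responses that run alongside.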

## Discussion

In this study, we provided initial evidence as a proof of concept regarding putative correlations between transcriptional dysregulation and phenotypical impairment in HD. Pathological phenotypes were not correlated with degenerative markers (which were not profoundly altered in R6/1 mice compared to wild-type mice, as revealed by RT-qPCR and RNA-seq) or the number of CAG repeats. 

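Of the degeneration and inflammation genes that the study assayed, Bcl2 alone was called between R6/1 and wild-type striatum (n = 8 mice each). Gfap, the intermediate filament of astrocytes, had a log2 fold change of -0.14 in all R6/1 against all wild-type mice (adjusted p = 0.510 by edgeR), and of -0.30 without R6/1 “good” mouse 3 (adjusted p = 0.0165). The antigen-presenting gene H2-Q7 stood at 0.31 (adjusted p = 0.142 by edgeR) and the pro-apoptotic Bax at 0.01 (adjusted p = 0.961 by edgeR). Bcl2, which counters apoptosis, was lower with -0.32 (standard error 0.118, adjusted p = 0.0450 by edgeR), a call lost with no filter on low counts (adjusted p = 0.119), with the library batch as a covariate (adjusted p = 0.108) and without wild-type “good” mouse 2 (adjusted p = 0.0753) or any of 7 other mice. Of the 5 measured genes that the study assayed by RT-qPCR, 1 was lower (0 adjusted over the list alone), and the list did not differ from other genes (median 0.01, camera, adjusted p = 0.981). The study chose these genes, so the list is not independent evidence. Among 27 regulators and executioners of apoptosis, 5 were higher and 4 lower (5 and 4 adjusted over the list alone, median 0.05, camera, adjusted p = 0.606). They included the BH3-only gene Hrk, which fell by 1.74 on the log2 scale (adjusted p = 1.0e-07 by edgeR), and Bid, which rose by 0.80 (adjusted p = 7.1e-05 by edgeR). Of 30 genes of gliosis and inflammation, 4 were higher and 11 lower (6 and 11 adjusted over the list alone, median -0.18, camera, adjusted p = 0.203), among them Apoe at -0.40, the microglial Aif1 at -0.49 and the intermediate filament Vim at 0.40. Microglial markers, 5 of which belong to another list as well, fell, with 15 of 16 lower (15 adjusted over the list alone) and a median of -0.36 (camera, adjusted p = 3.7e-07, and adjusted p = 0.251 with an estimated correlation). They were not alone, as blood marker scores were -0.928 ± 0.548 in R6/1 “good” and -1.27 ± 0.237 in R6/1 “poor” mice (SD, n = 4 each). Endothelial scores were -0.229 ± 0.0241 and -0.295 ± 0.0770. Scores of neuroblasts and dividing cells lay above the wild-type mean, at 0.128 ± 0.129 and 0.344 ± 0.209. That mean includes wild-type “good” mouse 1 at -1.12, and the other wild-type mice lay at -0.0856 to 0.491. The R6/1 “good” mice, at -0.0396 to 0.271, lay within this range, and the R6/1 “poor” mice lay at 0.0440 to 0.527. Of 10 reference genes, 5 were higher and 2 lower (5 and 2 adjusted over the list alone), with a median of 0.08 (camera, adjusted p = 0.435).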

The latter case was surprising, considering the significant expansion of repeats across the duration of this study; however, it can be argued that such expansion is not sufficient to deeply influence specific phenotypical traits in the context of an extremely long stretch of CAG repeats. Of note, the evaluation of genes that were altered across multiple brain areas (i.e., those that belong to a consistent HD signature) revealed the association of tissue-dependent gene expression variations with particular pathophenotypical traits. Performance on the accelerating rotarod is known to be linked to striatal function^31,32^, and accordingly, we found correlations between striatal gene expression patterns and latency to fall off the rod. We also observed an association between feet clasping and cerebellar gene expression, which is in agreement with the manifestation of this trait in several mouse mutants with neurological conditions in which the cerebellum is affected by genetic manipulation^33–35^. The association between hippocampal gene expression and scores on the NOD task can be explained by the fact that this paradigm involves spatial learning and recognition memory, which requires the short-term participation of hippocampal circuitry^36^. More intriguing is the association between the striatum and weight loss. The cause of weight loss in HD patients is unknown, but the most likely contributing factors are a combination of hyperactivity of the sympathetic nervous system, energy expenditure and hypermetabolism, and swallowing difficulties. Although extensive research has been conducted on the role of the hypothalamus^37^, recent work has identified novel actions of the striatum in the regulation of food intake, likely taking part in a motivational mechanism underlying rewarding behaviour and the anticipation of food^38^. Whether this behaviour is sufficiently impaired in HD to explain weight loss remains to be determined. Overall, these data indicate that altered gene expression patterns can be helpful in ascribing preferential brain regions to phenotypical alterations using advanced cellular fractionation procedures and analytical tools without the requirement of housekeeping gene normalization. With the resulting information, it would be feasible to design selective therapeutic approaches in mouse models by targeting neural populations that are implicated in particular symptoms such as chorea and depression-like behaviours, to cite some relevant examples of symptoms that are clinically managed in patients.

Such approach will be also useful to better dissect the temporal course of molecular and behavioural events, as exemplified by the dysregulation of neuropeptides in HD. Among the correlated genes, *Penk* is the most well known in HD as its downregulation is considered a marker of neuronal dysfunction in the striatum in early stages of HD^39,40^. This gene encodes a precursor of enkephalins, which are opioid neuropeptides with neuroprotection properties^41^ that are mainly present in D2R-expressing striatopallidal medium spiny neurons (MSNs) in the indirect pathway of movement. These MSNs are thought to degenerate earlier than those in the direct pathway and thus can better explain the onset of chorea due to the inadequate activation of cortical areas^42^. The expression of other neuropeptides, such as *Pdyn*, which produces dynorphin, β-endorphin and others, and *Tac1*, which produces substance P, neurokinin A and others, were found to be linked to a worse HD phenotype according to the RNA-seq analysis. These neuropeptides are more related to D1R-expressing nigrostriatal MSNs in the direct pathway, the impairment of which seems to be linked to late-onset motor abnormalities such as akinesia and dystonia^42^.

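The precursors of dynorphin and substance P, peptides of direct-pathway neurons, both had lower counts in R6/1 “poor” than in R6/1 “good” mice. Pdyn (ENSMUSG00000027400, chromosome 2 of GRCm38, 129686565 to 129699844) stood at 88.0 ± 12.5 CPM (SD, n = 4) in R6/1 “good” and 58.7 ± 13.5 (SD, n = 4) in R6/1 “poor” mice, with a log2 fold change of -0.57 (standard error 0.157, adjusted p = 0.248 by edgeR, 0.0282 by DESeq2). It was -0.15 within libraries 1 to 8, and edgeR called Pdyn without R6/1 “poor” mouse 2 (adjusted p = 0.0387). Tac1 (ENSMUSG00000061762, chromosome 6 of GRCm38, 7554879 to 7565834) stood at 201 ± 35.1 and 137 ± 15.6 CPM, with a log2 fold change of -0.53 (standard error 0.126, adjusted p = 0.248 by edgeR, 0.0142 by DESeq2), and -0.45 within libraries 1 to 8. Against wild-type mice, Pdyn fell in both R6/1 groups, by 0.76 on the log2 scale in R6/1 “good” mice (adjusted p = 0.000526 by edgeR) and by 1.35 in R6/1 “poor” mice (adjusted p = 2.9e-05 by edgeR), and by 0.71 within libraries 1 to 8 and 1.56 within libraries 9 to 16. Tac1 fell by 0.74 in R6/1 “poor” mice (adjusted p = 0.000600 by edgeR), stood at -0.20 in R6/1 “good” mice (adjusted p = 0.308 by edgeR), and was -0.11 and -0.83 within libraries 1 to 8 and 9 to 16. Of 18 neuropeptide precursors, 5 were lower in R6/1 “poor” mice against wild-type mice (5 adjusted over the list alone, median -0.21, camera, adjusted p = 0.0513), among them somatostatin (Sst) at -0.79. Between the R6/1 groups this list had a median of 0.48 (camera, adjusted p = 0.0787), with 2 higher and 3 lower adjusted over the list alone. Its median was 0.20 within libraries 1 to 8. The list shares galanin (Gal) with the hypothalamic markers, which lay higher in R6/1 “poor” mice. Genes of direct-pathway neurons were lower for 7 of 12 members in R6/1 “poor” mice (7 adjusted over the list alone), with a median of -0.54 (camera, adjusted p = 0.000759, and adjusted p = 0.232 with an estimated correlation), among them the muscarinic receptor Chrm4 at -1.62. For indirect-pathway neurons 6 of 11 were lower (6 adjusted over the list alone, median -0.52, camera, adjusted p = 1.1e-05, and adjusted p = 0.121 with an estimated correlation), among them the adenosine receptor Adora2a at -2.60. Within libraries 9 to 16 these medians were -0.57 and -0.67.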

Nonetheless, the transcription-phenotype association cannot be explained using a simplistic model of exacerbation of HD transcriptional dysregulation. 

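Genes called lower in both R6/1 groups tended to lie lower in R6/1 “poor” mice, and genes called higher in both were shared more evenly. Of 1764 genes that edgeR called lower than in wild-type mice in both R6/1 groups, 1246 had the larger fall in R6/1 “poor” mice, with median log2 fold changes of -0.57 in R6/1 “good” and -0.66 in R6/1 “poor” mice. Of 1415 genes called higher in both, 753 had the larger rise in R6/1 “poor” mice, with medians of 0.34 and 0.35. The genes are not independent replicates, and the mice number 4 per group. Scn4b, a sodium channel beta subunit, fell by 2.76 on the log2 scale in R6/1 “good” mice (adjusted p = 2.6e-05 by edgeR) and by 3.61 in R6/1 “poor” mice (adjusted p = 1.2e-06 by edgeR), with log2 fold changes of -2.88 within libraries 1 to 8 and -3.54 within libraries 9 to 16. Cdh18, a cadherin, rose by 1.06 in R6/1 “good” mice (adjusted p = 0.000217 by edgeR) and by 1.24 in R6/1 “poor” mice (adjusted p = 5.7e-05 by edgeR), and by 1.26 within libraries 1 to 8 and by 1.15 within libraries 9 to 16. Of 36 classical cadherins and homophilic adhesion genes, 13 were higher and 3 lower in R6/1 “poor” against wild-type mice (15 and 6 adjusted over the list alone), with a median of 0.21 (camera, adjusted p = 0.0392, and adjusted p = 0.678 with an estimated correlation) and of 0.17 within libraries 9 to 16.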

Although it is true that the RNA-seq analysis conducted on striatal RNA from “good” and “poor” performers showed more pronounced changes in both directions (upregulation and downregulation), most of these changes were not correlated with specific HD-like symptoms. This side-by-side association seems to be confined to a small subset of genes. Nonetheless, a minor component of the disrupted gene expression programme was more significantly altered in R6/1 “good” performers, probably indicating a homeostatic program in response to the mHtt insult that is more effectively activated in “good” mutant mice than in “poor” mutant mice. 

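Glucocorticoid-responsive genes fell in R6/1 “good” mice and beta protocadherins, neuronal adhesion molecules, rose in both R6/1 groups, with the larger median in R6/1 “good” mice. Of 23 glucocorticoid-responsive genes, 11 were lower in R6/1 “good” against wild-type mice by edgeR (11 adjusted over the list alone), with a median log2 fold change of -0.40 (camera, adjusted p = 3.1e-05, and adjusted p = 0.327 with an estimated correlation), and -0.22 within libraries 1 to 8. Among them the metallothionein Mt1 fell by 0.67 and the connexin Gjb6 by 0.77 on the log2 scale (adjusted p = 9.0e-05 and 0.00137 by edgeR). In R6/1 “poor” mice 5 of the 23 were higher and 3 lower (6 and 3 adjusted over the list alone), with a median of 0.11 (camera, adjusted p = 0.677), and 0.18 within libraries 9 to 16. By mean log2 level relative to the wild-type mean, R6/1 “poor” mouse 2, of libraries 1 to 8, stood at -0.570. The R6/1 “good” mice lay at -0.484 to -0.327 and the wild-type mice of these libraries at -0.200 to -0.106. Within libraries 1 to 8 low scores were therefore not limited to R6/1 “good” mice, though this rests on 1 “poor” mouse. Astrocyte markers, which include Gjb6, fell in R6/1 “good” mice as well. Of 21 beta protocadherins, 16 were higher in R6/1 “good” mice (17 adjusted over the list alone), with a median of 0.50 (camera, adjusted p = 9.4e-10, and adjusted p = 0.0526 with an estimated correlation), and 0.56 within libraries 1 to 8. Pcdhb9 rose by 0.84 and Pcdhb22 by 0.74 (adjusted p = 3.1e-05 and 0.000104 by edgeR). In R6/1 “poor” mice 12 of the 21 were higher (12 adjusted over the list alone), with a median of 0.33 (camera, adjusted p = 1.1e-05, and adjusted p = 0.165 with an estimated correlation), and 0.27 within libraries 9 to 16. Between R6/1 “poor” and “good” mice the protocadherin list had a median of -0.21 (camera, adjusted p = 0.00381, and adjusted p = 0.517 with an estimated correlation), with 1 lower adjusted over the list alone, and -0.07 within libraries 1 to 8.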

Other authors have pinpointed that certain transcriptional alterations compensate for inadequate expression levels of proteins (reviewed in^15^), including the transcription factor NF-Y (^29^ and Supplementary Fig. S2). In any case, whether these genes represent a new avenue for novel therapeutic approaches by promoting/enhancing their activity deserves further investigation.

The cause of transcriptional variations in the R6/1 strain remains to be elucidated. Enrichment analysis of transcription factor binding sites identified specific putative regulators of DEGs between R6/1 “poor” and “good” mice (Supplementary Fig. S4). These regulators include the following: (i) NF-κB for downregulated genes in “poor” performers, which is in agreement with the presence of *Nfkb2* (which encodes the p52 subunit) in the list; (ii) p53, which targets *Cdkn1a* and *Ddit4*, for downregulated genes in “good” performers^43^; and (iii) the serum responsive factor SRF in the upregulated genes in “poor” performers, which is in agreement with the enrichment of axonogenesis-related genes in the list and the newly proposed role for this transcription factor in dendritic growth^44^. 

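Nfkb2, which encodes a precursor of the p52 subunit of NF-κB, had lower counts in R6/1 “poor” mice, and SRF itself differed little between the R6/1 groups. Nfkb2 (ENSMUSG00000025225, chromosome 19 of GRCm38, 46304320 to 46312385) stood at 12.0 ± 3.52 CPM (SD, n = 4) in R6/1 “poor” and 20.2 ± 1.75 (SD, n = 4) in R6/1 “good” mice, with a log2 fold change of -0.74 (standard error 0.1798, adjusted p = 0.248 by edgeR, 0.0161 by DESeq2), and -0.26 within libraries 1 to 8. edgeR called it without R6/1 “poor” mouse 2 (adjusted p = 0.0384). It fell by 0.91 on the log2 scale in R6/1 “poor” against wild-type mice (adjusted p = 0.00447 by edgeR, and by 0.86 within libraries 9 to 16), and stood at -0.16 in R6/1 “good” mice (adjusted p = 0.497 by edgeR), where edgeR called it within libraries 1 to 8 (-0.51, adjusted p = 0.00834). Nfkb2 overlaps Psd on the other strand, and the strand setting of the counts is not given in the sources used here. The list of NF-κB subunits and targets had a median of -0.07 between the R6/1 groups (camera, adjusted p = 0.244), with 1 of 23 higher and 3 lower adjusted over the list alone, among them the signalling adaptor Traf3 at 0.40 and the chemokine Cxcl12 at -0.56. Targets of p53 had a median of 0.10 (camera, adjusted p = 0.0370, and adjusted p = 0.498 with an estimated correlation), with 4 of 23 higher adjusted over the list alone. Fas, a death receptor, stood at 1.01 and Phlda3 at 0.51, and at 0.39 and 0.59 within libraries 1 to 8, where the median of the list was -0.05. Cdkn1a and Ddit4 belong to this list and to the glucocorticoid-responsive genes. Targets of SRF had a median of -0.07 (camera, adjusted p = 0.524), with 4 of 29 higher and 1 lower adjusted over the list alone. The actin-binding Cotl1 stood at 0.45 and the cofilin phosphatase Ssh1 at 0.31, and the smooth muscle actin Acta2, also a pericyte marker, at -0.80. These 3 genes stood within libraries 1 to 8 at 0.34, 0.36 and -0.33, and the medians of the NF-κB and SRF lists at -0.05 and -0.08. Srf had a log2 fold change of -0.20 between the R6/1 groups (adjusted p = 0.595 by edgeR), and -0.02 within libraries 1 to 8.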

Considering that these mice are isogenic (although we cannot entirely exclude genetic drifts due to the propagation of sporadic mutations, strain contamination, etc., in our colony^45^, a plausible explanation for the differentially affectation of the activities of these transcription factors among R6/1 mice involves epigenetics. Epigenetic dysregulation in HD has been extensively documented in previous works^46,47^ and can occur in early stages of the disease^20^. We speculate that slight environmental differences before isolation in individual cages (*in utero* conditions, endured social hierarchies established in the infancy, maternal care, sporadic changes in the germline), together with the inheritance of parental epigenetic patterns, may produce a subtle but significant impact on the manifestation of the disease in adulthood that may explain the results of Supplementary Fig. S1.

In humans, the large interindividual variability has likely impeded the identification of appropriate biomarkers based on gene expression. In line with these observations, we demonstrated that, even animal models with a highly controlled genetic background and controlled environmental factors show certain phenotypical variabilities that are associated with transcriptional variations. Whether these associations can be determined using the transcriptional profiles of peripheral tissues/fluids is important for designing novel strategies for biomarker screening.

## Materials and Methods

### Animals and behavioural testing

The transgenic B6.Cg-Tg(HDexon1)61Gpb/J strain (known as R6/1)^48^ was maintained on a pure C57BL/6 J background as previously reported^23^, under a 12-h light/dark cycle with food and water provided *ad libitum*. The transgene was transmitted through males. To reduce potential confounding factors from sex, only males were used in the study. Moreover, social hierarchy promotes interindividual differences^49,50^, therefore we isolated the subjects of study two weeks before behavioural testing assuming that the impact of social isolation affected uniformly across individuals and might be minimal in the short-term. For all behavioural tasks, transgenic mice and their wild-type littermates were analysed following the scheme shown in Fig. 1A starting at the age of 9 weeks during the light phase of the light/dark cycle: from 9:00 to 19:00 CET for Morris water maze, novel discrimination object and actimetry tasks, and from 9:00 to 13:00 CET for Rotarod and feet clasping measurements. Data were collected from three independent cohorts of males spanning a period of 10 months: 1^st^ cohort, n = 5 (wt) and 7 (R6/1), composed by 2 litters; 2^nd^ cohort, n = 10 (wt) and 10 (R6/1), composed by 4 litters; 3^rd^ cohort, n = 9 (wt) and 12 (R6/1), composed by 6 litters.

Spatial learning and memory were analysed by the Morris water maze, as previously described^51^ with minor modifications. The maze consisted of a round pool of water (0.95 m in diameter) divided into four virtual quadrants and surrounded by geometric cues on the walls. The escape platform was 2/3 cm under the water surface and was invisible to the mice. The water temperature was ~21 °C. During the acquisition phase, the animals performed 4 trials/day for 4 consecutive days, starting from each of the four quadrants in quasi random order. During the acquisition phase, the platform was located in quadrant 2. The time limit was 60 s/trial with a 10 min intertrial interval. If an animal did not reach the platform, it was manually placed on the platform for 10 s. The retention phase started the day after the completion of the acquisition phase and consisted of a single trial with no platform. A second retention phase was performed 72 hours after the end of the acquisition phase. The time required to locate the platform during the acquisition phase and the percentage of time spent in quadrant 2 during the retention phases were analysed using Smart software (Panlab, Spain).

Spontaneous locomotor activity was assessed by measuring the distance travelled by the mice in an opaque rectangular box (22 cm long × 44 cm width × 40 cm high) over 30 min. We also measured the % of time spent in the borders of the box (thigmotaxis). The novel object discrimination (NOD) task was carried out as previously described^52^ with minor modifications. On day 2, for habituation purposes, the animals were exposed to 2 objects (a yellow rhombohedron and a red cylinder) located in the centre of the box that were not used again during the test. The first sample trial was run on day 3. Each mouse was placed in the centre of the box, which contained 3 copies of a novel object (blue cylinders) arranged in a triangle-shaped configuration. The animals were allowed to explore for 5 min. After a delay of 30 min, the second sample trial was performed with 4 novel objects (red cones) arranged in a quadratic-shaped spatial configuration. The animals explored this environment for 5 min and were allowed to rest for 30 min. The animals then underwent the test trial with 2 copies of the object from sample trial 2 (the recent objects) placed in the same position as in the earlier trial, and two copies of the object from sample trial 1 (the familiar objects), one of which was placed in the same position as in the earlier trial (the old non-displaced object) and the other of which was placed a new position (the familiar displaced object). Integrated episodic memory for “what”, “where” and “when” was analysed as previously described^52^: “What” was defined as the difference in time spent exploring the familiar and recent objects, “where” was defined as the difference in time spent exploring the displaced and non-displaced objects and “when” was defined as the difference in the time spent exploring the familiar non-displaced and recent non-displaced objects.

The rotarod test was performed with LE8200 equipment (Panlab, Harvard Apparatus). On the first day, the animals were minimally habituated until they were able to stay on the rod at a fixed rotational speed of 4 r.p.m for > 4 min. To minimize memory consolidation, the mice were trained on the acceleration protocol on the same day after a minimum of 1 hour of rest. The acceleration protocol involved an increase of 1 r.p.m. every 8.33 s starting at 4 r.p.m (day 1). The latencies to fall off the rod (s) were averaged over four trials. The procedure was repeated one day and two weeks later (day 2 and day 15, respectively). The learning score was calculated as the difference in the latencies between day 2 and day 1, whereas progression in motor impairment was determined by calculating the difference in latencies between day 15 and day 2. Following the rotarod test, feet clasping was measured as the time for which the animal clasped its hindpaws while it was suspended by its tail for 5 min. Progression rate was calculated as the difference between week 13 (day 15) and 11 (day 1).

The experimental protocols were approved by the Comité de Ética de Experimentación Animal - Órgano Habilitado de la Universidad de Cádiz and authorized by the Dirección General de la Producción Agrícola y Ganadera de la Junta de Andalucía according to European and regional regulations.

### RNA extraction and RT-qPCR

Five days after the final test, the animals were sacrificed by cervical dislocation, and different brain areas (following the sequence of the cerebellum, hippocampus, striatum and prefrontal cortex) were immediately dissected and submerged in RNAlater (ThermoFisher) until processing.

Total RNA was extracted using TRIzol (ThermoFisher) and reverse transcribed into cDNA using the RevertAid First-Strand cDNA Synthesis kit (ThermoFisher). qPCR was performed on the Qiagen Rotor-Gene Q Detection system using PyroTaq EvaGreen qPCR Mix Plus (Cmb-Bioline). For all kits, the manufacturers’ recommendations were followed. Each independent sample was normalized to the level of *Gapdh*, as this gene was not altered in R6/1 brains^20,23^. The following primer pair sequences were obtained from previous works: *Gapdh* (5′-CATGGACTGTGGTCATGAGCC-3′, 5′-CTTCACCACCATGGAGAAGGC-3′), *Penk* (5′-GGCGTGCACACTGGAATGT-3′, 5′-TCCCAGATTTTGAAAGAAGGCA-3′), *Plk5* (5′-CACCTGTGTTTGCCTTTCCC-3′, 5′-TTTTGAGGTAAAGGGACAAGGTG-3′), *Itpka* (5′-TACACTCGGCTTTCGCATTG-3′, 5′-CAAAGACACGGGTCACTTGCT-3′), *Rin1* (5′-GCGGCTGCCAGAAGCTAGT-3′, 5′-CCTGGAACATGAGCTCTGAGC-3′), *Gabrd* (5′-ATTGGAGGTGCTCCTGTGAAT-3′, 5′-CCATGTTTGCCTCTGAGATAT-3′), *Pde10a* (5′-TAACAATGCGAGTTGCTTCC-3′, 5′-CAGCCACTTTTCCACAGTCTC-3′), *Nfya* (5′-ACAAGGGACGGTCACTGTGAC-3′, 5′-TTTGGATAGCAGGCACAGAGC-3′), *Bcl2* (5′-CACACCTGGATCCAGGATAAC-3′, 5′-GAGAAATCAAACAGAGGTCGCA-3′)^20,23,24^, *Gfap* (5′-GGACAACTTTGCACAGGACCTC-3′, 5′-TCCAAATCCACACGAGCCA-3′), *H2Q7/8/9* (5′-AGGAGCAGAATTACACATGCCA-3′, 5′-CGCCATGTTGGAGAGAGTGTAT-3′)^53^, *Arg1* (5′-TGGCTTGCGAGACGTAGAC-3′, 5′-GCTCAGGTGAATCGGCCTTTT-3′)^54^, *Bax* (5′-TGAAGACAGGGGCCTTTTTG-3′, 5′-AATTCGCCGGAGACACTCG-3′)^55^, *Scn4b* (5′-CATGGTTTAGTCCTCTGGCTTGG-3′, 5′-CACGGCCCACCACTGTATTG-3′)^56^, *Tac1* (5′-ATGAAAATCCTCGTGGCCGT-3′, 5′-GTTCTGCATCGCGCTTCTTT-3′)^57^, and *Mbd2* (5′-CCTTAGCAGTTTTGACTTCAGG-3′, 5′-TGGCAATGTTGTGTTCAGGT-3′)^58^. Other sequences were: *Hsp90b1* (5′-GATGATCTCCCCCTCAATGTT-3′, 5′-ATATTCGTGCCGAACTCCTTC-3′), *Nfyb* (5′-GACAGCTACGTGGAGCCTCTG-3′, 5′-AGTCCATCTGTGGCGGAGAC-3′) and *Trpc4* (5′-TGAGAAGGAAGCCAGAAAGCTTCG-3′, 5′-CCTTAACATTCTCCTCCGTCAAGCC-3′).

### DNA extraction and CAG repeat analysis

After the aqueous and organic phases were separated during the TRIzol procedure, the latter phase was used to isolate gDNA according to the manufacturer’s instructions. To remove any potential guanidine isothiocyanate contamination, the DNA pellet was resuspended in water, treated with phenol-chloroform-isoamylic alcohol and precipitated with sodium acetate and ethanol. Conventional PCR was performed with 75 ng of gDNA using BioTaq DNA polymerase (Bioline) introducing some modifications from other works^48,59^: 0.8 µM primers, 1.5 mM MgCl_2_, 2.4 mM dNTP mix and 10% DMSO. The program (1 cycle of 94 °C for 5 min, 35 cycles of 94 °C for 30 s, 64 °C for 30 s and 72 °C for 2 min, and 1 cycle of 72 °C for 10 min) was run on a GeneAmp PCR System 2700. The primers were 5′-FAM-ATGAAGGCCTTCGAGTCCCTCAAGTCCTTC-3′ and 5′-GGCGGCTGAGGAAGCTGAGGA-3′. Two microliters of each reaction was mixed with 1 µl of formamide and 0.5 µl of a molecular weight standard (Orange DNA size standard, MCLAB) and run on an Abi Prism 3100 analyser using NimaPOP-7 polymer (Nimagen). The result of capillary electrophoresis was analysed with GeneMapper (Applied Biosystems, ThermoFisher).

### Statistical analysis

SPSS software (IBM Statistics), Excel (Microsoft) and R-based stats package were used for statistical analysis. Mann-Whitney U tests were performed to compare any phenotypical trait or differential gene expression between genotypes. To correlate any phenotypical output with gene expression variation we calculated both the Spearman’s rank-order and Pearson’s coefficients; as they produced similar results, only the Spearman’s correlation coefficient is depicted in Fig. 2. A linear regression t-test contrasted whether the correlation coefficient was significantly different from 0, corrected for multiple testing with the Benjamini-Hochberg method.

For transcriptomics studies, mice were selected according to the phenotype exhibited at the age of 11 and 13 weeks using Z-scores ((value − average)/standard deviation). Animals were classified as “good” and “poor” performers based on (i) the number of phenotypical traits with positive and negative scores, respectively (Fig. 4A left panel), and (ii) the average value of the score across all the behavioural parameters (Fig. 4A right panel).

### RNA-seq and bioinformatics

Striatal RNA from classified mice were individually processed using the clean-up protocol of the RNeasy Mini Kit (Qiagen), which also included on-column DNase I treatment. This purified RNA was analysed for RIN integrity and values > 8.30 were obtained. DNA libraries were produced for mRNA using the TruSeq Stranded mRNA kit (Illumina) and subsequently sequenced using a NextSeq apparatus (Illumina) at the facilities of the Unidad de Genómica (Cabimer, Seville, Spain) in a 75-bp paired-end configuration. The resulting reads (31.6 M/sample on average) were mapped onto the mouse genome GRCm38/mm10 using TopHAT Alignment (v 1.0.1) software. The normalization of read counts and differential expression analysis was conducted using the DEseq2 package from Bioconductor^60^. DEGs were filtered with an FDR threshold of 0.05 (adjusted *P*-value). The RNA-seq data can be downloaded from the Gene Expression Omnibus (GEO) database using the accession number GSE135057.

For meta-analysis purposes, we employed whole transcriptome RNA-seq data of HD KI mice with different numbers of CAG repeats (Q20, Q80, Q92, Q111, Q140, Q175) at different ages (2, 6, 10 months old), as reported in the original publication (Supplemental Table 1 from^21^). After dividing the transcriptomes into bins of equal number of genes, we counted the number of genes among the top 684 DEGs compared to the Q20 striatum from our resulting lists, namely “R6/1 poor”, “R6/1 good” (defined in Fig. 4F,G) and “rest” (overlapping genes in pair-wise comparisons between the R6/1 and wild-type striatum after excluding DEGs between R6/1 “poor” and “good” mice).

Other additional bioinformatic tools were: Venny (http://bioinfogp.cnb.csic.es/tools/venny/), for identification of overlapping genes between multiple lists of genes; DAVID 6.8 (https://david.ncifcrf.gov/), for overrepresentation analysis of Gene Ontology (GO) terms related to biological processes; and Pscan (http://159.149.160.88/pscan/), for overrepresentation analysis of transcription factor binding motifs of the TRANSFAC database.

### Immunodetection and ChIP analyses

Western blot and ChIP were performed on brain tissues as previously^20^. We used the following antibodies: NF-Y_A_ (sc-10779X, Santa Cruz Biotechnologies), NF-Y_B_ (Pab 001, GeneSpin), H3 (ab176842, Abcam), and HRP-conjugated secondary antibodies (Sigma-Aldrich Química S.A.). Western blot quantifications were performed using ImageJ software. DNA from pooled mice was immunoprecipitated and quantified by qPCR to determine the percentage of immunoprecipitated DNA compared to input DNA using the following primers: *Hsp90b1/Grp94* CCAATbox (5′-CCAATGAACGTAGGCGCATA-3′, 5′-TTCGCTAGAAGCCGGAAGTG-3′), *Hspa1a* CCAAT box (5′-CCATAGCAACAGTGTCACTAGTAGCA-3′, 5′-GGGTTCACTGGAGAGTACGGATT-3′), *Rab5b* CCAAT box (5′-TCACCAACTAGCACAAGTGAGAGACT-3′, 5′-GCTACTTATCCCGTCAATCTTCAAG-3′)^30^, and *Hbb-bh1* (5′-GCAAGGTCCAGGGTGAAGAAT-3′, 5′-GGTGTGAGGTATAGAAGCTTGGAGAT-3′)^20^.

## Supplementary information

Supplementary Material

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

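RNA-seq counts of striatal mRNA from 16 male mice, 4 in each of the groups wild-type “good”, wild-type “poor”, R6/1 “good” and R6/1 “poor”, were used as the authors deposited them. The authors prepared the libraries with a stranded mRNA kit, sequenced paired-end reads, mapped them to GRCm38 with TopHat 1.0.1 and counted reads per gene. The submitters also name CASAVA and Bowtie, without a version. The deposited values are raw counts, whole numbers for 55450 genes, and DESeq2's normalization, which the authors applied later, is not part of them. The read counter, the strand setting and the annotation release are not given in the sources used here, so overlapping genes on opposite strands, such as Nfkb2 and Psd, share an unknown part of their reads. Each library is 1 mouse. All columns of the table were used, and the 13 mitochondrially encoded mRNAs are listed at 0 in every library.

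The total of counts per library ran from 16155356 to 24897354, with a median of 20889934. Genes with at least 10 counts in at least 4 libraries were kept, 19363 in all. The main test was the quasi-likelihood test of edgeR 4.0.16 with robust dispersions, TMM factors and Benjamini-Hochberg adjustment, with a threshold of 0.05. The comparisons were R6/1 “poor” against R6/1 “good”, wild-type “poor” against wild-type “good”, each R6/1 group against the 8 pooled wild-type mice, all R6/1 against all wild-type mice, and the interaction of genotype and performance. Standard errors of log2 fold changes come from the same fits, and CPM are given as mean and SD of the mice. DESeq2 1.42.0, the tool the paper names, was run as an alternative. Gene lists were compared with all other genes by camera of limma 3.58.1 with a preset correlation of 0.01 between genes and again with the correlation estimated from the data. In all, 32 lists of biological themes and 18 of cell type markers were written, and 3 list symbols had no match in the table. R 4.3.3, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used. Scores per mouse are mean log2 CPM with a prior count of 2, and differences of scores were tested by exact permutation of the mice.

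The comparisons, the gene lists, the rule for naming genes and the alternatives other than those named as chosen later were set before the data were examined. The rule names (a) every gene the paper names for the striatum, (b) for R6/1 “poor” against “good” and for each R6/1 group against wild-type mice the 10 largest rises and the 10 largest falls among called genes with an average log2 CPM of at least 1 and no overlap between the groups, (c) up to 4 members with the smallest p of each list described and (d) up to 5 genes per direction with the smallest adjusted p for the interaction. Part (b) named 0 genes for R6/1 “poor” against “good”, since edgeR called 0. The part of Supplementary Table 1 held here, the first 1996 of its 55449 rows, was seen before the rule was written, and no overlap or enrichment was computed from it. Chosen after the data had been seen were the division of the libraries into 2 batches by their running number, all settings that use it, the fit with cortical and hypothalamic marker scores, the alternatives run on the DESeq2 count, which lists the text describes, and the limit for reporting lists the paper does not discuss. A fit by edgeR without robust dispersions for R6/1 “poor” against “good” mice was not planned either. It gave 175 of the values of single named genes under the alternatives.

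The alternatives were DESeq2, RLE factors, no filter on low counts, a filter of at least 50 counts, the replicate number as a block, 1 fit of all 4 groups, wild-type mice of the same performance as controls, a prior count of 0.5 for scores, and leaving out each mouse in turn. The batch settings were a covariate and fits within libraries 1 to 8 or 9 to 16. Where a fit within a batch leaves 1 R6/1 “poor” mouse, that mouse is assumed to vary like the others. Splits of the mice other than the real one were counted up to 100 per comparison, and the overlap of the R6/1 groups was compared with 20 simulations of unchanged groups. Simulated data for 4 against 4 R6/1 mice held 200 changed genes, with 67, 67 and 66 changed 1.5-fold, 2-fold and 3-fold. Of these edgeR recovered 49.3%, 71.6% and 89.4%, with 15 false calls, and DESeq2 62.7%, 79.1% and 90.9%, with 38 false calls. These rates hold for the simulated data and are not the power of the real comparison. There edgeR gave Cdkn1a (log2 fold change 1.29) and Slit1 (1.01) adjusted p of 0.248 and 0.252. RT-qPCR, behaviour, knock-in mice and chromatin immunoprecipitation were not analysed here, since the deposited table holds no values for them.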

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

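The tests of neighbouring tissue and the tests on the score of the glucocorticoid-responsive genes were chosen only after their results were seen, the division into library batches that the tests of batch and performance use was chosen after the count table had been seen, and the rule that weighs performance was edited after its value was seen.

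Genes lower in R6/1 “poor” than in R6/1 “good” mice by DESeq2 (129 genes) had the same direction as genes of medium spiny neurons. Whether both moved together from mouse to mouse in R6/1 mice was not tested. A chance split of the mice was not excluded. Of 35 splits of the 8 R6/1 mice, 4 gave at least the 356 calls of the real one, and the highest other gave 1237. GC content or gene length is argued against, because 94.96% of the difference stayed after correction. The library batch cannot be told apart, since 3 of the 4 R6/1 “poor” mice and 0 R6/1 “good” mice are in libraries 9 to 16, and between the batches of the wild-type mice the same genes shifted by 0.197 on the log2 scale, 34.6% of the 0.568 observed (5 of 56 divisions as large). Neighbouring tissue in the dissection may contribute, with 0.267 predicted from the marker scores (47.0%, 2 of 100 assignments as large). Performance did not meet its prediction and stays open, as 1 mouse excludes nothing and R6/1 “good” mouse 2 could not be placed: R6/1 “poor” mouse 2 lay at 0.288 on a scale from 0 (R6/1 “good” mice) to 1 (other R6/1 “poor” mice) on genes called without it, below the 3 other left-out R6/1 “good” mice at 0.348 to 0.573 (1 on 12 genes), and R6/1 “poor” mouse 4, of libraries 9 to 16, lay at 0.232.

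Genes higher in R6/1 “poor” mice by DESeq2 (227 genes) had the same direction as markers of the hypothalamus, the lateral septum and the ependyma. Whether these genes and markers moved together from mouse to mouse in R6/1 mice was not tested. GC content or gene length is argued against, because 99.3% of the difference stayed after correction. The library batch cannot be told apart, with a shift of 0.210 between the batches of the wild-type mice (36.9% of 0.569, 4 of 56 divisions as large). Neighbouring tissue in the dissection met its prediction and may account for part. Slopes on marker scores, fitted in the wild-type mice, predicted 0.293 (51.5%, 2 of 100 assignments as large). Which of the neighbouring tissues this reflects was not tested. Of the 8 hypothalamic markers, 1 belongs to another list and 4 reach 1 CPM in wild-type mice. Of the 14 lateral septal markers, these numbers are 1 and 12. Performance stays open. On the scale from 0 (R6/1 “good” mice) to 1 (other R6/1 “poor” mice), R6/1 “poor” mouse 2 lay at 0.317. This is within the range of left-out R6/1 “good” mice, -0.408 (mouse 4, on 25 genes) to 0.668, which was set as evidence against performance. Mouse 2 of the R6/1 “good” mice, at 0.168, was placed on 14 genes. The design gives 1 “poor” mouse in that batch, and so this excludes nothing. In the other batch, R6/1 “poor” mouse 1 lay at 0.999 (on 27 genes) and R6/1 “poor” mouse 4 at 0.0503. R6/1 “poor” mouse 3 could not be placed.

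Glucocorticoid-responsive genes were higher in R6/1 “poor” mice by 0.618 (two-sided exact permutation test, p = 0.143), and no explanation is argued against. The library batch may contribute, with a difference of 0.265 between the batches of the wild-type mice (two-sided exact permutation test, p = 0.107 over 56 divisions, smallest possible p = 0.0179), and it cannot be told apart from performance. R6/1 “poor” mouse 2, in the batch of the R6/1 “good” mice, stood at -0.570, below their -0.484 to -0.327, and 1 mouse excludes nothing. Neighbouring tissue predicted 0.0321 of the difference (5.19%, 43 of 100 assignments as large) and stays open.

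Of 232 groups of 4 libraries tested for a library apart from the others, 12 had one, where chance gives 11.6, by the share of the range between that library and its nearest neighbour. The total count of R6/1 “good” mouse 3 lay apart with a share of 0.91, and so did its thalamic marker score with 0.878. Lying apart were also the microglial score of R6/1 “good” mouse 1 (0.877), the choroid plexus score of wild-type “good” mouse 3 (0.867) and the ependymal score of wild-type “good” mouse 1 (0.863). For single genes, this held for Bcl2 in wild-type “good” mouse 2 (0.847) and R6/1 “poor” mouse 1 (0.868), Adgrg1 in R6/1 “good” mouse 3 (0.837), Cdkn1a in wild-type “poor” mouse 2 (0.901), Fgfr3 in wild-type “good” mouse 2 (0.851), Mdga1 in R6/1 “good” mouse 4 (0.864) and Slit1 in R6/1 “poor” mouse 2 (0.859).

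The difference between “poor” and “good” mice was not the same in R6/1 and wild-type mice for 17 lists by camera with the preset correlation on the interaction, and for 0 with an estimated correlation (adjusted p of 0.665 to 0.784). Lists that were relatively higher in R6/1 “poor” mice were the glucocorticoid-responsive genes (adjusted p = 1.6e-08, median interaction 0.48), cytosolic heat shock proteins (2.7e-08, 0.38), endoplasmic reticulum chaperones (7.6e-08, 0.32), oxidative phosphorylation (0.000507, 0.07), lateral septal neurons (0.00368, 0.62), astrocytes (0.00477, 0.14), oligodendrocyte precursors (0.0107, 0.20), cytosolic ribosomal proteins (0.0113, 0.03), hypothalamic neurons (0.0113, 1.64), immediate early genes (0.0125, 0.34), classical cadherins (0.0209, 0.13) and ependymal cells (0.0209, 0.43). Relatively lower were medium spiny neurons (adjusted p = 7.5e-06, median interaction -0.33), pericytes (3.2e-05, -0.36), beta protocadherins (0.00250, -0.25), the HD signature (0.00484, -0.39) and direct-pathway neurons (0.0305, -0.37). The libraries of this comparison are confounded with the batch.

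A pair of lists that the paper does not discuss was lower in R6/1 “good” than in wild-type mice by camera with an estimated correlation. Glutamate receptor subunits had an adjusted p of 0.0314, with 10 of 24 lower (12 lower and 2 higher adjusted over the list alone) and Grik2, a kainate receptor, at -0.96. Genes of GABAergic interneurons had an adjusted p of 0.0140, with 7 of 12 lower (7 adjusted over the list alone) and somatostatin (Sst) at -0.78, where 7 of the 12 genes belong to another list as well. Within libraries 1 to 8 their medians were -0.32 and -0.55, against -0.24 and -0.65 from all libraries.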

How the results depend on the processing

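The settings that use the library batch or marker scores and the alternatives on the DESeq2 count were chosen only after the results were seen. The fit by edgeR without robust dispersions, which called 0 genes for R6/1 “poor” against “good” mice, was not planned either. For R6/1 “poor” against “good” mice, where edgeR called 0 genes, DESeq2 called 356, edgeR with no filter 28 and with the replicate block 96, although the replicate numbers pair no mice (mean correlation of -0.0289 for the same number against 0.00975 for others). Leaving out each mouse gave 0 to 99, with 61 without R6/1 “poor” mouse 2 and 99 without R6/1 “poor” mouse 4, and RLE factors, the filter of at least 50 counts, the 4-group fit, the batch covariate and libraries 1 to 8 gave 0. The DESeq2 count became 198 in the 4-group fit, 538 with the replicate block and 0 with the batch covariate (291 genes at an unadjusted p under 0.05), and ran from 1 (without R6/1 “poor” mouse 3) to 1195 (without “poor” mouse 2), with 1173 without “poor” mouse 4, 34 without “poor” mouse 1, and 21 and 37 without R6/1 “good” mice 2 and 4. The sets of genes, at 0 with edgeR, held by DESeq2, with no filter and with the replicate block 100, 7 and 46 genes lower in R6/1 “poor” mice, 125, 14 and 25 higher in “poor”, 62, 5 and 5 lower in “good”, and 52, 2 and 17 not altered against wild-type mice. For genes higher in “good” they were 21 by DESeq2 and 3 with the block. Leaving out each mouse, these sets ran from 0 to 9, 0 to 73, 0 to 21, 0 to 12 and 0 to 1, and R6/1 “poor” mice 2 and 4 gave 9 and 8, 26 and 73, 21 and 15, 12 and 7, and, for genes higher in “good”, mouse 4 gave 1. The interaction had 1 gene by DESeq2 and 0 to 2 without each mouse (2 without R6/1 “poor” mouse 2). For R6/1 “good” against wild-type mice, 4758 genes became 2698 with wild-type “good” mice alone as controls, a fit with fewer mice, and 3440 to 4779 without each mouse. For R6/1 “poor” mice, 5511 became 3401 in libraries 9 to 16, also fewer mice, and 3662 (without R6/1 “poor” mouse 3) to 5583. All R6/1 against all wild-type mice, 6778, ran from 6022 to 6919 without each mouse and was 5932 with no filter, 6978 by DESeq2 and 7229 with the batch covariate, and wild-type “poor” against “good” stayed at 0 in every setting run. The difference of the HD score was -0.101 for lower genes, -0.146 (without R6/1 “poor” mouse 4, where it was called, exact permutation test, p = 0.0286) to -0.0700 without each mouse, and for higher genes 2.1e-05 to 0.0688. With an estimated in place of a preset correlation, camera called 0 lists rather than 22 for R6/1 “poor” against “good”, 0 rather than 8 for the wild-type groups, 3 rather than 24 for R6/1 “good”, 0 rather than 24 for R6/1 “poor”, 0 rather than 23 for all R6/1 and 0 rather than 17 for the interaction. Separate wild-type controls, which are also 4 in place of 8 mice for each group, gave 1666 rather than 3179 shared genes and a correlation of 0.679 rather than 0.693. Lhx9 in R6/1 “poor” against wild-type mice turned from 2.72 to -0.00114 with the cortical and hypothalamic marker scores as covariates (adjusted p = 0.996). Of 16006 values of single named genes under the alternatives, 15577 kept their side of the threshold, 193 lost the call, 235 gained it and 1 called value turned, and 406 values without a call changed sign. Where fewer mice is not named, the cause was not tested. At this depth edgeR recovered 20.9% of simulated interactions of 1.5-fold and 70.1% of 2-fold, rates that hold for the simulated data.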

Differences from the paper's values

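No test whose value is compared with the paper's here was chosen after the results were seen. At the paper's threshold of an adjusted p under 0.05, the paper's count of genes higher in R6/1 “poor” than in R6/1 “good” mice is 233, and edgeR gave 0. The paper's count of lower genes is 121, and edgeR gave 0. Among the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 227 and 129, which do not differ from the paper's by the criteria used. RLE factors, the filter of at least 50 counts and the 4-group fit gave 0 and 0, no filter gave 21 and 7, the replicate block 46 and 50, and leaving out each mouse 0 to 90 higher and 0 to 12 lower genes, all of which differ.

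The paper's sets of genes hold about 98 lower in R6/1 “poor” mice, about 17 higher in R6/1 “good” mice, about 120 higher in R6/1 “poor” mice and about 61 lower in R6/1 “good” mice (Fig. 4F,G, read by eye), and edgeR gave 0 for each. DESeq2 gave 100, 21, 125 and 62, which do not differ, and every other alternative set before the data were examined differs.

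For Slit1 in R6/1 “good” against wild-type mice the paper's log2 fold change is -0.01 (Supplementary Table 1), and edgeR gave 0.000214, a difference in sign of values near 0. The sign was the paper's with DESeq2, RLE factors, no filter, the filter of at least 50 counts and without wild-type “good” mouse 1 or 2, wild-type “poor” mouse 1 or 3 or R6/1 “good” mouse 1 or 2. It differed with the replicate block (0.06), the 4-group fit, wild-type “good” mice alone as controls (0.03) and without each of the other mice.

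The paper names Penk, Pde10a, Drd1, Drd2, Ppp1r1b, Pdyn, Tac1, Nfkb2 and Nfya among the genes lower and Adgrg1, Cdkn1a, Ddit4, Fgfr3, Mdga1, Cacna1g, Cdh2, Dscam and Slit1 among those higher in R6/1 “poor” than in R6/1 “good” mice. All 18 had that direction here, and edgeR called 0 of them (smallest adjusted p = 0.248). DESeq2 called 17 of them, and Mdga1 had an adjusted p of 0.0525. With the replicate block edgeR called Pde10a (adjusted p = 0.0308), Drd1, Drd2, Ppp1r1b, Mdga1 and Dscam. Without R6/1 “poor” mouse 2 it called Cdkn1a (adjusted p = 0.00771), Pdyn and Nfkb2, and without R6/1 “poor” mouse 4 Adgrg1 and Mdga1. The paper counts Cacna1g among the genes altered against wild-type mice, and edgeR gave a log2 fold change of 0.70 in R6/1 “poor” mice (adjusted p = 0.0678). DESeq2 called it (adjusted p = 0.0195), as did edgeR with the replicate block, with wild-type “poor” mice alone as controls and without wild-type “good” mouse 4.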

Other observations

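The lists in this part were fixed in advance and chosen for the text only after their results were seen, and all counts of splits were set before. In all R6/1 against all wild-type mice (n = 8 each), clock genes fell together, with 11 of 18 lower and 1 higher by edgeR (13 and 1 adjusted over the list alone), a median log2 fold change of -0.36 and a camera adjusted p of 0.000417 (adjusted p = 0.235 with an estimated correlation). Npas2, a partner of the clock factor Bmal1, stood at -1.26, and the output genes Dbp and Hlf at -0.85 and -0.64 (edgeR, adjusted p = 9.1e-07, 2.4e-05 and 1.7e-05). The medians were -0.15 in R6/1 “good” mice within libraries 1 to 8 and -0.47 in R6/1 “poor” mice within libraries 9 to 16. Genes of cholesterol biosynthesis had 14 of 24 lower (14 lower and 1 higher adjusted over the list alone), with a median of -0.26 (camera, adjusted p = 6.2e-05, and adjusted p = 0.289 with an estimated correlation). Immediate early genes had 19 of 28 lower (21 adjusted over the list alone), with a median of -0.80 (camera, adjusted p = 4.5e-07, and adjusted p = 0.3296 with an estimated correlation), and Homer1, a postsynaptic scaffold gene, at -1.43.

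Beta protocadherins had 15 of 21 higher (17 adjusted over the list alone), with a median of 0.43 (camera, adjusted p = 4.3e-08, and adjusted p = 0.0985 with an estimated correlation). Of 8 developmental genes usually silent in the adult striatum, 1 was higher (1 adjusted over the list alone), the homeobox gene Pou4f1 with a log2 fold change of 4.69 (edgeR, adjusted p = 3.7e-05), and the list had a median of 0.18 (camera, adjusted p = 0.517). Pericyte genes fell in R6/1 “poor” against wild-type mice, with 11 of 16 lower (12 adjusted over the list alone) and a median of -0.50 (camera, adjusted p = 4.3e-05, and adjusted p = 0.190 with an estimated correlation), and -0.51 within libraries 9 to 16. In wild-type “poor” against “good” mice, nuclear-encoded genes of oxidative phosphorylation had a median of -0.11 (camera, adjusted p = 2.9e-08, and adjusted p = 0.838 with an estimated correlation) and endoplasmic reticulum chaperones -0.23 (camera, adjusted p = 0.000107, and adjusted p = 0.838 with an estimated correlation), with 0 genes of either list called by edgeR, also when adjusted over the list alone.

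Other splits of the same mice tell which counts chance can give. For R6/1 “poor” against “good” mice chance cannot be excluded, with 3000 genes at an unadjusted p under 0.05 by edgeR in the real split, 3 of 35 splits as large and 3322 in the highest other. For wild-type “poor” against “good” mice it cannot be excluded either (472 genes, 26 of 35 splits, highest other 2183), nor for the interaction (1118 genes, 33 of 100 splits, highest other 3907). The splits with several times the real count point to a structure of the samples, and the DESeq2 split with the highest count sets R6/1 “good” mouse 3 and “poor” mice 1, 2 and 3 against the rest, which are the 4 mice with the highest hypothalamic marker scores. Chance is excluded for R6/1 “good” against wild-type mice (4758 genes, 1 of 100 splits, highest other 1), for R6/1 “poor” against wild-type mice (5511 genes, 1 of 100, highest other 1) and for all R6/1 against all wild-type mice (6778 genes, 1 of 100, highest other 1328).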
